# Disrupting Hepatocyte *Cyp51* from Cholesterol Synthesis Leads to Progressive Liver Injury in the Developing Mouse and Decreases RORC Signalling

**DOI:** 10.1038/srep40775

**Published:** 2017-01-18

**Authors:** Žiga Urlep, Gregor Lorbek, Martina Perše, Jera Jeruc, Peter Juvan, Madlen Matz-Soja, Rolf Gebhardt, Ingemar Björkhem, Jason A. Hall, Richard Bonneau, Dan R. Littman, Damjana Rozman

## Abstract

Development of mice with hepatocyte knockout of lanosterol 14α-demethylase (H^*Cyp51*−/−^) from cholesterol synthesis is characterized by the progressive onset of liver injury with ductular reaction and fibrosis. These changes begin during puberty and are generally more aggravated in the knockout females. However, a subgroup of (pre)pubertal knockout mice (runts) exhibits a pronounced male prevalent liver dysfunction characterized by downregulated amino acid metabolism and elevated *Casp12.* RORC transcriptional activity is diminished in livers of all runt mice, in correlation with the depletion of potential RORC ligands subsequent to CYP51 disruption. Further evidence for this comes from the global analysis that identified a crucial overlap between hepatic *Cyp51*^−/−^ and *Rorc*^−/−^ expression profiles. Additionally, the reduction in RORA and RORC transcriptional activity was greater in adult H^*Cyp51*−/−^ females than males, which correlates well with their downregulated amino and fatty acid metabolism. Overall, we identify a global and sex-dependent transcriptional de-regulation due to the block in cholesterol synthesis during development of the *Cyp51* knockout mice and provide *in vivo* evidence that sterol intermediates downstream of lanosterol may regulate the hepatic RORC activity.

The liver is to date the best example of a non-reproductive tissue that shows major differences in gene expression between males and females. The majority of liver-related sex differences emerge during pubertal development^1^ with adult mice exhibiting well over 1,000 genes differentially expressed (DE) between females and males^2^.

The development of liver begins at embryonic (E) day 8.5–9, with hepatocyte differentiation^3^ and cholesterol production^4^ starting around day E13.5. At birth, 55–60% of cholesterol in the liver is produced endogenously, while in adults hepatic cholesterol production provides 10% and 40% of total cholesterol in humans and mice, respectively^5^. Consequently, mouse liver knockouts of cholesterol synthesis genes survive embryonic development in contrast to the lethal phenotypes of the full knockout mice^6^. Blocking earlier steps of the pathway produces a stronger phenotype in both cases. The hepatocyte *Hmgcr*^−/−^ mice survive for up to 5 weeks^7^, while mice lacking the rate limiting step of the post-lanosterol pathway, the hepatocyte *Cyp51*^−/−^ mice, survive for over 19 weeks although with marked changes in liver structure and function^8^. Cholesterol intermediates after lanosterol have long been thought of as dedicated exclusively to cholesterol in contrast to earlier metabolites^9^. However, meiosis-activating sterols (MAS) have been identified for their importance in gametogenesis^10^ and intermediates further downstream most recently as potential ligands for RORC isoform 2 (RORγt) in Th17 cells^11^,^12^. RORC is an orphan nuclear receptor expressed in several tissues, including the liver^13^. The two isoforms have distinct functions and distribution, but with the same ligand- and DNA-binding domains^14^. RORγt is the primary isoform in thymocytes and is required for normal lymph node development^15^, whereas the more common isoform 1 (RORγ1 or RORC) modulates the circadian clock, as well as glucose and fat metabolism and in the liver peaks at circadian time ZT16–20^16^,^17^,^18^.

Herein we examine the development of the hepatocyte *Cyp51*^−/−^ mice and show that normal liver function becomes impaired by the end of puberty, with earlier presentation and enhanced liver damage in females. A subgroup of male prevalent knockout mice exhibits augmented liver dysfunction combined with abnormal hepatic sterol profiles. Lastly, our work highlights the need for unperturbed cholesterol synthesis for normal RORC signalling *in vivo.*

## Results

### Characterization of *Cyp51* ^−/−^ mice during postnatal development

Hepatocyte *Cyp51* knockout mice (H^*Cyp51*−/−^) on the wild type (*Cyp51*^+/+^)^8^ or heterozygous (*Cyp51*^+/−^) background were born in accordance with the Mendelian ratio (Supplementary Table 1) and were euthanized at 0, 3, 6, 9 and 19 weeks of age (Supplementary Fig. 1).

From 750 mice, 704 were weaned and a further 46 (6%) exhibited severe developmental abnormalities (runt-H^*Cyp51*−/−^; runts). Runts were exclusive to the H^*Cyp51*−/−^ genotypes. They died or had to be euthanized at 4–10 weeks with a male to female ratio of 2:1 (Supplementary Table 1). Runts are characterized by growth arrest after the weaning period (Fig. 1a), hunched posture, bristled hair and frequent icterus (Fig. 1b). Figures 1c,d show successful *Cyp51* disruption with a progressively increasing gap in *Cyp51* gene and protein levels between H^*Cyp51*−/−^ and control mice. Plasma parameters of these young mice showed mostly unperturbed cholesterol homeostasis, with total (Fig. 2a) and LDL (Fig. 2b) cholesterol remaining stable in H^*Cyp51*−/−^ mice of all examined ages, except for the runts that show a 40% decrease in total cholesterol and a 60% drop in HDL cholesterol (Fig. 2c). Increased ALT but not AST was found in 9-week H^*Cyp51*−/−^ mice and runts, which indicated hepatocellular damage, while elevated conjugated bilirubin in runts confirmed jaundice (Fig. 2d,e).

Haematoxylin and eosin (HE) and collagen staining (Sirius red) revealed initial signs of ductular reaction with mild inflammation (lymphocytes and granulocytes) surrounding the portal vein in all H^*Cyp51*−/−^ females (7/7) and about half of males (4/7) at 6 weeks. Enhanced ductular proliferation, inflammation and mild-to-moderate portal fibrosis were seen in all H^*Cyp51*−/−^ mice at 9 weeks (Fig. 3a–c) and were slightly more pronounced on the heterozygous background. Despite their youth, runts exhibited severe liver damage with widespread ductular reaction, immune cell infiltration and prominent fibrosis with portal bridging in the worst cases (Fig. 3b).

### Gene expression profiling reveals progressive metabolic downregulation and a fall in RORC transcriptional potential resulting from *Cyp51* disruption

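Loss of *Cyp51*, the demethylase of cholesterol synthesis that the knockout deletes, was visible in whole liver RNA at every age. At 3 weeks its log2 signal was 8.08 ± 0.59 (SD, n = 4) in H Cyp51*-/- mice and 9.00 ± 0.41 (n = 4) in control mice, and at 6 weeks 7.96 ± 0.54 (n = 4) and 9.42 ± 0.47 (n = 4). At 19 weeks the signals were 7.67 ± 0.37 (n = 4) and 9.29 ± 0.06 (n = 4). In runts it was 6.45 ± 0.32 (n = 6), a fall by 2.97 from the 6-week controls (SE 0.22, limma adjusted p = 1.2e-09) and by 1.50 from 6-week H Cyp51*-/- mice (limma adjusted p = 1.6e-05). Every H Cyp51*-/- mouse lay below every control of its age (exact two-sided permutation test, p = 0.029, the smallest p that 4 against 4 mice allow), and every runt lay below the 6-week controls (p = 0.0048 from the same exact test, again the smallest). The difference was −1.47 at 6 weeks (limma adjusted p = 0.023), −1.62 at 19 weeks (limma adjusted p = 1.0e-04) and −0.92 at 3 weeks (limma adjusted p = 0.99, with 29195 probe sets tested). The call at 6 weeks was lost without any 1 array except control male 2 or H Cyp51*-/- male 1 (limma adjusted p = 0.053 to 0.14), and with only the arrays compared (limma adjusted p = 0.26).

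The measurements are 30 Affymetrix mouse gene arrays of liver RNA from mice on the wild type background. There were 2 arrays for each age, sex and genotype (12 control and 12 H Cyp51*-/- arrays) and 3 for each sex of runts, which the paper gives as 5 to 7 weeks old. The authors normalized the arrays by RMA, and the deposited log2 values were used here as they stand. The median log2 value of an array was 5.54 (median over arrays), and arrays of 1 group correlated at 0.987 to 0.991 across probe sets, which are not independent replicates. A limma model with 14 group means and 16 residual degrees of freedom was fitted to all arrays. H Cyp51*-/- and control mice were then compared as the average over both sexes, and runts with 6-week controls. A probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05, the threshold of the paper, with no minimum fold. Gene groups are 41 lists fixed before the data were examined. A list was tested on its mean per mouse relative to the mean of its array, adjusted over the lists, and by camera with a preset and with an estimated correlation. Pancreatic acinar genes, which code for digestive enzymes, were high in 3 of the 8 arrays at 19 weeks. Their mean relative to the array mean was 2.51 and 1.94 in the control females and 1.50 in 1 H Cyp51*-/- male, against at most −0.87 in the other 27 arrays.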

To evaluate the impact of *Cyp51* excision on liver development, we performed gene expression profiling using Affymetrix microarrays on *Cyp51*^+/+^ and H^*Cyp51*−/−^ mice, aged 3, 6 and 19 weeks, of both sexes, including runts. The number of DE genes between H^*Cyp51*−/−^ and control mice increased progressively from 3 weeks onward (Fig. 4a; Supplementary Table 2). 

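At 3 weeks, 2 of 29195 probe sets differed between H Cyp51*-/- and control mice, and both were lower (1387 at an unadjusted p under 0.05 from limma). They were *Dmbt1*, a secreted glycoprotein of epithelia, which fell by 2.57 on the log2 scale (SE 0.38, limma adjusted p = 0.020, n = 4 per genotype), and a probe set without a gene symbol. *Dmbt1* fell by 4.32 in females and differed by −0.82 in males, which did not pass the test. The fall rests on the 2 control females, with signals of 8.49 and 9.30 against at most 5.62 in the other 6 arrays of that age, and the same 2 arrays had the highest intestinal epithelial genes of that age, with scores of 0.21 and 0.15 against at most −0.12 in the other 6. At 6 weeks, 6 rose and 7 fell (2775 unadjusted). *Cib3*, a calcium and integrin binding protein, rose by 2.52 (SE 0.24, limma adjusted p = 1.9e-05), while *Serpina7*, the thyroxine carrier of plasma, fell by 2.48 and *Ppat*, an enzyme of purine synthesis, by 0.74. At 19 weeks, 1824 rose and 1216 fell, 10.4% of all probe sets (7007 unadjusted), of which 343 and 83 changed more than 2-fold. They represent 1644 and 967 named genes.

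The largest increases at 19 weeks were *Cib3* by 3.81 (SE 0.24, limma adjusted p = 1.8e-09), *Sprr1a*, an epithelial cornification protein, by 3.67, *Ly6d* by 3.42, and *Gpnmb*, a glycoprotein of lipid-laden macrophages, by 3.38. *Tinag*, a basement membrane protein, rose by 3.24, *Cftr*, the chloride channel of bile ducts, by 3.13, *Mmp12*, the macrophage elastase, by 3.09 (SE 0.37, limma adjusted p = 8.5e-06), and *Tspan8* by 2.83. The largest decreases were *Cxcl13* by 2.00, *Cd163*, a haptoglobin-haemoglobin receptor of resident macrophages, by 1.92 (SE 0.26, limma adjusted p = 3.7e-05), *Angptl4*, an inhibitor of lipoprotein lipase, by 1.84, and *Adgrf1* by 1.84. *Timd4*, a marker of resident Kupffer cells, fell by 1.47 and *Acot1*, an acyl-CoA thioesterase, by 1.42. These genes were chosen among those whose genotypes did not overlap. That held for 2153 of the 3040 changed probe sets, which the call itself favours, and for 3773 of all 29195 (2.86% of all would by chance). The effect of the knockout differed between 6 and 19 weeks in 916 probe sets by the interaction test, and between 3 and 6 weeks in 1. The count at 6 weeks was 1 without control female 1 or H Cyp51*-/- female 2, 3 without control female 2 or H Cyp51*-/- male 2 and 4 without control male 1, and that at 19 weeks 2030 to 2638 with 1 array left out. With only the arrays compared 0, 1 and 1829 changed at 3, 6 and 19 weeks (1457 unadjusted at 3 weeks), with pairwise interactions only 4 at 6 weeks, and with the clock score as a covariate 7. Pancreatic acinar RNA was present in 3 arrays at 19 weeks. A fit of males without those 3 arrays, a choice made after seeing the data, leaves 1 H Cyp51*-/- male. Its count cannot tell an effect of acinar RNA from the loss of an array.

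**Figure D1:**
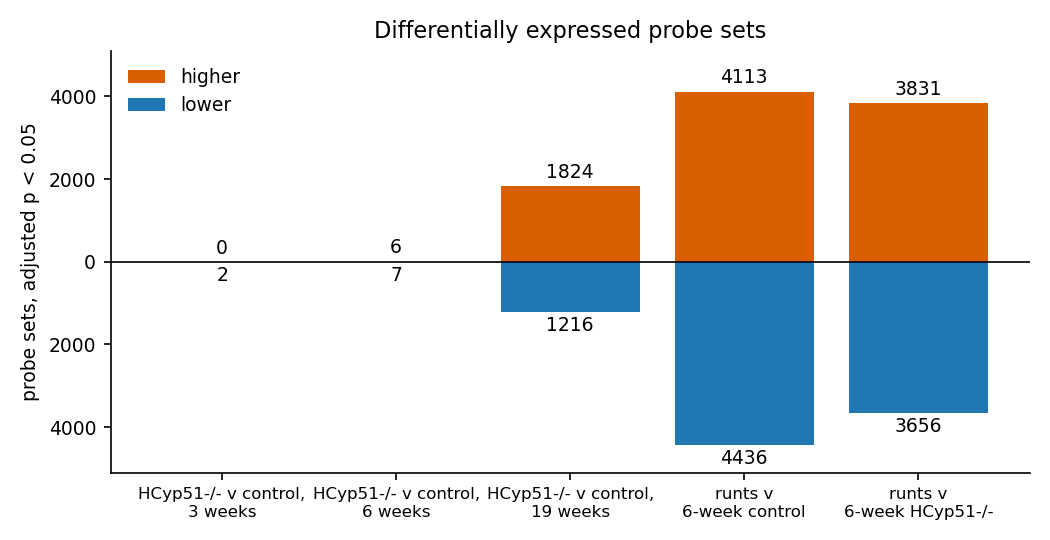
Number of probe sets (y axis) that rose, above 0, or fell, below 0, in H Cyp51*-/- mice at 3, 6 and 19 weeks against controls, and in runts against 6-week controls and against 6-week H Cyp51*-/- mice. The counts go from 2 at 3 weeks and 13 at 6 weeks to 3040 at 19 weeks.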

Runts exhibited a global de-regulation with roughly a quarter of their hepatic transcriptome differentially expressed compared to 6-week *Cyp51*^+/+^ mice (Fig. 4b). 

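In runts, 4113 probe sets rose and 4436 fell against 6-week control mice, which is 29.3% of the 29195 tested (11560 at an unadjusted p under 0.05 from limma, n = 6 runts and 4 controls). Of these, 811 rose and 416 fell more than 2-fold. Among the largest increases, *Gpnmb* rose by 6.58 on the log2 scale (SE 0.25, limma adjusted p = 9.4e-14), *Mmp12* by 5.30 (SE 0.33), *Clec7a*, a fungal glucan receptor of myeloid cells, by 4.02 and *Ms4a4a*, a macrophage membrane protein, by 3.85. *Sprr1a* rose by 5.07, *Olfr111* by 4.40, *Rragd*, a GTPase of lysosomal nutrient sensing, by 4.35 (SE 0.13, limma adjusted p = 4.4e-15), and *Slc7a11*, the cystine importer, by 3.93. Among the largest decreases, the carboxylesterases *Ces3b* and *Ces3a* fell by 5.98 and 4.85. The cytochromes *Cyp2b13*, *Cyp2c69* and *Cyp4a14* had differences of −5.87, −5.20 and −4.60. *Sult2a8*, a sulfotransferase, fell by 5.39 (SE 0.24, limma adjusted p = 9.7e-13), *Mup3*, a major urinary protein, fell by 5.86, and *Serpina1e*, a protease inhibitor, fell by 4.88. All runts lay outside the range of the controls in 5171 of the 8549 changed probe sets, which the call itself favours, and in 5520 of all 29195 (0.952% of all would by chance).

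Against 6-week H Cyp51*-/- mice that had not become runts, 3831 probe sets rose and 3656 fell in runts (25.6%). Of the probe sets changed against controls, 5935 changed in the same direction against these mice, where 540 up and 556 down would be shared by chance, although the runts are common to both comparisons. With each comparison given its own part of the runts, 4167 to 4321 were still shared. Of the 3040 probe sets changed at 19 weeks, 2255 also changed in the same direction in runts (257 up and 185 down by chance) and 19 in the opposite one. With only the arrays compared, 1416 were shared. With 1 array left out, 6790 to 8476 probe sets changed against controls.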

Gene set enrichment analysis (PGSEA) based on pathways from Kyoto Encyclopedia of Genes and Genomes (KEGG) exhibited significant enrichment in runts (235/287 pathways), which are (pre)pubertal mice, and the established 19-week H^*Cyp51*−/−^ mice (202/287 pathways) (Table 1; Supplementary Table 3). Similarly to the 19-week mice (Lorbek *et al*.^8^ and this study), the runt phenotype also associated with downregulated metabolism of lipids, amino acids and bile acids as well as elevated inflammatory and cancer-related pathways, based on their transcriptional profiles (Supplementary Fig. 2). This points to a system-wide de-regulation in gene expression possibly stemming from altered transcriptional landscape. 

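Gene groups of bile ducts, scar matrix and macrophages rose in runts and at 19 weeks. Of 22 cholangiocyte and ductular reaction markers, 18 rose and 1 fell in runts (19 and 1 adjusted over the list alone), and 17 rose at 19 weeks (20 over the list alone). *Bicc1*, a ductal RNA-binding protein, rose by 2.52 on the log2 scale in runts (SE 0.12, limma adjusted p = 2.2e-12) and by 2.50 at 19 weeks (SE 0.13), and *Sox4*, a ductal transcription factor, by 1.88 and 1.79. Of 30 extracellular matrix and myofibroblast genes, 27 rose in runts and 26 at 19 weeks (27 and 27 over the list alone, with 1 lower at 19 weeks). The collagen gene *Col1a1* rose by 1.81 in runts (SE 0.17) and by 2.51 at 19 weeks (SE 0.19, limma adjusted p = 3.1e-08). Of 24 macrophage and Kupffer cell markers, 20 rose and 2 fell in runts (22 and 2 over the list alone), with the lipid receptor *Trem2* up by 2.44, and 11 rose and 1 fell at 19 weeks (15 and 2 over the list alone), with the integrin *Itgax* up by 2.03. Of 32 genes of lysosomal enzymes and membrane proteins, 28 rose and 1 fell in runts and 15 rose at 19 weeks (28 and 2, then 20 and 2, over the list alone).

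As a mean relative to the array, cholangiocyte and ductular reaction markers rose by 1.06 in runts (SE 0.08, limma adjusted p = 8.2e-10) and by 1.27 at 19 weeks (SE 0.09). Extracellular matrix and myofibroblast genes rose by 1.01 (SE 0.10) and 1.07 (SE 0.11), and macrophage and Kupffer cell markers by 1.59 (SE 0.13, adjusted p = 0.029 with an estimated correlation) and 0.68 (adjusted p = 0.12 with an estimated correlation). Lysosomal enzymes and membrane proteins rose by 1.05 (SE 0.05) and 0.34, foetal liver and hepatic progenitor genes by 1.05 and 0.31 (adjusted p = 0.29 with an estimated correlation at 19 weeks, where the list's median was −0.04), and hepatic stellate cell markers by 0.41 and 0.39 (adjusted p = 0.19 and 0.17 with an estimated correlation), with 0.71 in male runts and 0.12 in female runts (limma adjusted p = 0.27 in females). Among the progenitor genes, the foetal secretory protein *Afp* rose by 3.45 in runts, while the stem cell marker *Lgr5* fell by 1.72. T and NK cell markers (0.05 in both) and B and plasma cell markers (−0.03 and 0.09) did not pass the test. Sinusoidal and vascular endothelial markers fell by 0.18 in runts (adjusted p = 0.58 with an estimated correlation, and −0.10 without runt male 1) and had −0.01 at 19 weeks, and erythroid and foetal haematopoiesis genes fell by 0.19 in runts (adjusted p = 0.63 with an estimated correlation).

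Hepatocyte functions fell. Of 30 cytochrome P450s and conjugating enzymes, 19 fell and 4 rose in runts (19 and 5 over the list alone), and 5 fell and 1 rose at 19 weeks (12 and 3 over the list alone). Cytochrome P450s and conjugating enzymes fell by 1.24 as a mean in runts (SE 0.10, limma adjusted p = 2.4e-09) and by 0.34 at 19 weeks (adjusted p = 0.24 with an estimated correlation). The female-biased liver genes fell by 1.50 and 0.66 (adjusted p = 0.055 and 0.19 with an estimated correlation). At 19 weeks the sexes went apart, with −1.57 in females and 0.25 in males (limma adjusted p = 0.35 in males), a difference of −1.82 (limma adjusted p = 2.8e-04). The male-biased liver genes fell by 1.05 in runts (adjusted p = 0.31 with an estimated correlation), with −0.49 at 19 weeks (limma adjusted p = 0.060). Of 24 hepatocyte secretory and transcription factor genes, 15 fell in runts, among them coagulation factor *F9* by 0.94 and the transcription factor *Cebpa* by 1.08, and 6 fell at 19 weeks (16 and 11 over the list alone). The hepatocyte secretory and transcription factor genes fell by 0.38 in runts and by 0.22 at 19 weeks (adjusted p = 0.075 with an estimated correlation). The growth hormone and IGF axis fell in runts by 0.55 (adjusted p = 0.074 with an estimated correlation), with *Igfals*, the carrier subunit of circulating IGF, down by 2.04 and the growth hormone receptor *Ghr* by 1.47, and had −0.17 at 19 weeks (limma adjusted p = 0.070). Mitochondrial respiratory chain subunits fell by 0.24 and 0.14 (adjusted p = 0.23 and 0.36 with an estimated correlation). In runts and at 19 weeks, the clock genes peaking around the start of the light phase had −0.48 and 0.20, the clock genes peaking later in the light phase 0.03 and −0.32 and the intestinal epithelial genes 0.05 and −0.04, and none of these passed the test. The pancreatic acinar genes had −0.14 in runts, which did not pass. At 19 weeks the pancreatic acinar genes fell by 0.97, with their RNA in both control females and 1 H Cyp51*-/- male (adjusted p = 0.24 with an estimated correlation, −1.66 without H Cyp51*-/- male 1 and −0.29 without H Cyp51*-/- male 2). Leaving out single arrays ended the calls at 19 weeks for cytochrome P450s, foetal liver genes, respiratory chain subunits and acinar genes, and the calls in runts for endothelial and erythroid genes.

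In total, 30 of the 41 lists changed in runts (11 up, 19 down) and 25 at 19 weeks (13 up, 12 down). Of these, 16 and 7 were also called by camera with an estimated correlation. None changed at 3 weeks (limma, 2 unadjusted and 4 by camera with a preset correlation) or at 6 weeks (7 unadjusted and 9 by camera with a preset correlation), and none by fry at either age. The KEGG gene sets themselves were not tested.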

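Genes that burn fatty acids, degrade amino acids and make bile acids fell in runts and, with smaller list means, at 19 weeks. Of 16 genes of mitochondrial fatty acid oxidation, 14 fell in runts and 12 at 19 weeks (14 and 16 adjusted over the list alone). *Acaa2*, the thiolase of the last step, fell by 0.93 on the log2 scale in runts (SE 0.07, limma adjusted p = 9.2e-10) and by 0.47 at 19 weeks, and *Etfb*, an electron carrier, by 0.86 and 0.53. Of 35 genes for catabolism of other amino acids, 22 fell and 1 rose in runts (27 and 2 over the list alone) and 11 fell at 19 weeks (19 over the list alone). *Prodh2*, which oxidizes hydroxyproline, fell by 2.26 in runts (SE 0.09, limma adjusted p = 4.5e-13) and by 0.83 at 19 weeks (SE 0.10), and *Sardh*, sarcosine dehydrogenase, by 1.50 and 0.58. Of 22 genes for valine, leucine and isoleucine degradation, 18 and 11 fell (20 and 17 over the list alone), among them *Acadsb* by 1.06 in runts and *Dbt* by 0.57 at 19 weeks. Of 15 bile acid synthesis enzymes, 12 fell and 1 rose in runts (12 and 2 over the list alone), and 5 fell at 19 weeks (6 over the list alone). *Cyp8b1*, the sterol hydroxylase that sets the ratio of cholic acid, fell by 2.62 in runts (SE 0.18, limma adjusted p = 5.1e-10) and by 1.13 at 19 weeks (SE 0.20), and *Amacr*, a racemase of side chain oxidation, by 0.81 and 0.62.

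As list means, mitochondrial fatty acid oxidation fell by 0.56 in runts (SE 0.05, limma adjusted p = 3.8e-09) and by 0.40 at 19 weeks (SE 0.05, limma adjusted p = 8.9e-06). The catabolism of other amino acids fell by 0.70 and 0.31 (adjusted p = 0.083 and 0.19 with an estimated correlation), and valine, leucine and isoleucine degradation by 0.58 and 0.29 (adjusted p = 0.034 and 0.11 with an estimated correlation). The bile acid synthesis enzymes fell by 0.71 (SE 0.06) and 0.29 (adjusted p = 0.15 with an estimated correlation at 19 weeks). Bile acid transporters went both ways in runts, with the export pump *Abcc4* up by 2.40 and the uptake carriers *Slco1b2* and *Slc10a1* down by 1.22 and 1.02. The bile acid transporters had a mean of −0.22 (limma adjusted p = 0.047, adjusted p = 0.89 with an estimated correlation). The call for bile acid transporters was lost without control female 1 or control male 1 of 6 weeks, runt female 2 or 3, or runt male 2 or 3, and the mean was −0.08 without control male 1 and −0.36 without control male 2. Of 17 PPARalpha targets, 9 fell and 2 rose in runts and 8 fell and 1 rose at 19 weeks (10 and 2, then 11 and 2, over the list alone), and the PPARalpha targets fell by 0.65 and 0.55 (adjusted p = 0.43 and 0.16 with an estimated correlation), the latter being −0.36 without control female 1. Both 19-week control females held acinar RNA. In 19-week females the PPARalpha targets had −0.64, against −0.27 without control female 1 and −1.02 without control female 2. Genes of gluconeogenesis and glycogen metabolism, 10 and 4 of 14 lower, fell by 0.61 and 0.40 (adjusted p = 0.038 and 0.075 with an estimated correlation), at 19 weeks with −0.72 in females and −0.08 in males (limma adjusted p = 0.51 in males). The genes of urea cycle and nitrogen metabolism fell by 0.53 in runts (adjusted p = 0.11 with an estimated correlation), among them *Glul*, glutamine synthetase, by 1.78, and had −0.18 at 19 weeks (limma adjusted p = 0.070).

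Lipid synthesis differed between the conditions. Of 15 cholesterol synthesis enzymes, 9 rose at 19 weeks (13 over the list alone), among them *Hmgcs1* by 1.02 and *Nsdhl* by 1.00, while 3 fell in runts, *Ebp* by 1.10, *Tm7sf2* by 0.90 and *Sc5d* by 0.54. The cholesterol synthesis enzymes rose by 0.76 at 19 weeks (SE 0.20, limma adjusted p = 0.0032, and adjusted p = 0.18 with an estimated correlation), with 1.31 in males (limma adjusted p = 0.0022, and adjusted p = 0.12 with an estimated correlation) and 0.21 in females (limma adjusted p = 0.57). The difference between the sexes for cholesterol synthesis enzymes was −1.09 (limma adjusted p = 0.089). Genes of fatty acid and triglyceride synthesis fell by 0.43 in runts, 7 of 16 lower (adjusted p = 0.38 with an estimated correlation) and had 0.14 at 19 weeks (limma adjusted p = 0.40), with −0.63 in females and 0.90 in males. SREBP2 targets outside the pathway had −0.12 and 0.10, which did not pass the test, the latter with −0.23 in females and 0.44 in males.

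Inflammatory genes rose. Of 32 cytokines, chemokines and NF-kB genes, 26 rose and 1 fell in runts and 15 rose at 19 weeks (27 and 1, then 16, over the list alone). The monocyte attractant *Ccl2* rose by 2.97 in runts (SE 0.17, limma adjusted p = 4.5e-11) and by 1.34 at 19 weeks, and the endotoxin receptor *Cd14* by 2.90 and 2.25. Cytokines, chemokines and NF-kB genes rose by 1.10 as a mean in runts (SE 0.09) and by 0.57 at 19 weeks (SE 0.09, limma adjusted p = 5.7e-05). Of 17 p53 targets and apoptosis genes, 12 rose and 1 fell in runts and 4 rose at 19 weeks (13 and 1, then 5, over the list alone), with the cell cycle inhibitor *Cdkn1a* up by 2.85 and 1.68 and the death receptor *Tnfrsf10b* by 2.02 and 1.50. The p53 targets and apoptosis genes rose by 0.71 and 0.38 (adjusted p = 0.085 with an estimated correlation at 19 weeks). Of 22 ErbB ligands, receptors and adaptors, 12 rose and 3 fell in runts and 5 rose and 1 fell at 19 weeks (13 and 4, then 7 and 1, over the list alone), with the ligand *Nrg1* up by 3.40 and 1.86. The ErbB ligands, receptors and adaptors rose by 0.47 and 0.21 (adjusted p = 0.080 with an estimated correlation at 19 weeks). Cell cycle and DNA replication genes did not pass the test in runts (mean 0.15, limma adjusted p = 0.55) or at 19 weeks (mean 0.46, limma adjusted p = 0.072). Both 19-week control females and 1 H Cyp51*-/- male carried RNA of pancreatic acinar genes. From such transcriptional profiles the paper states that the runt phenotype associates with lower lipid, amino acid and bile acid metabolism and with higher inflammatory and cancer-related pathways.

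**Figure D2:**
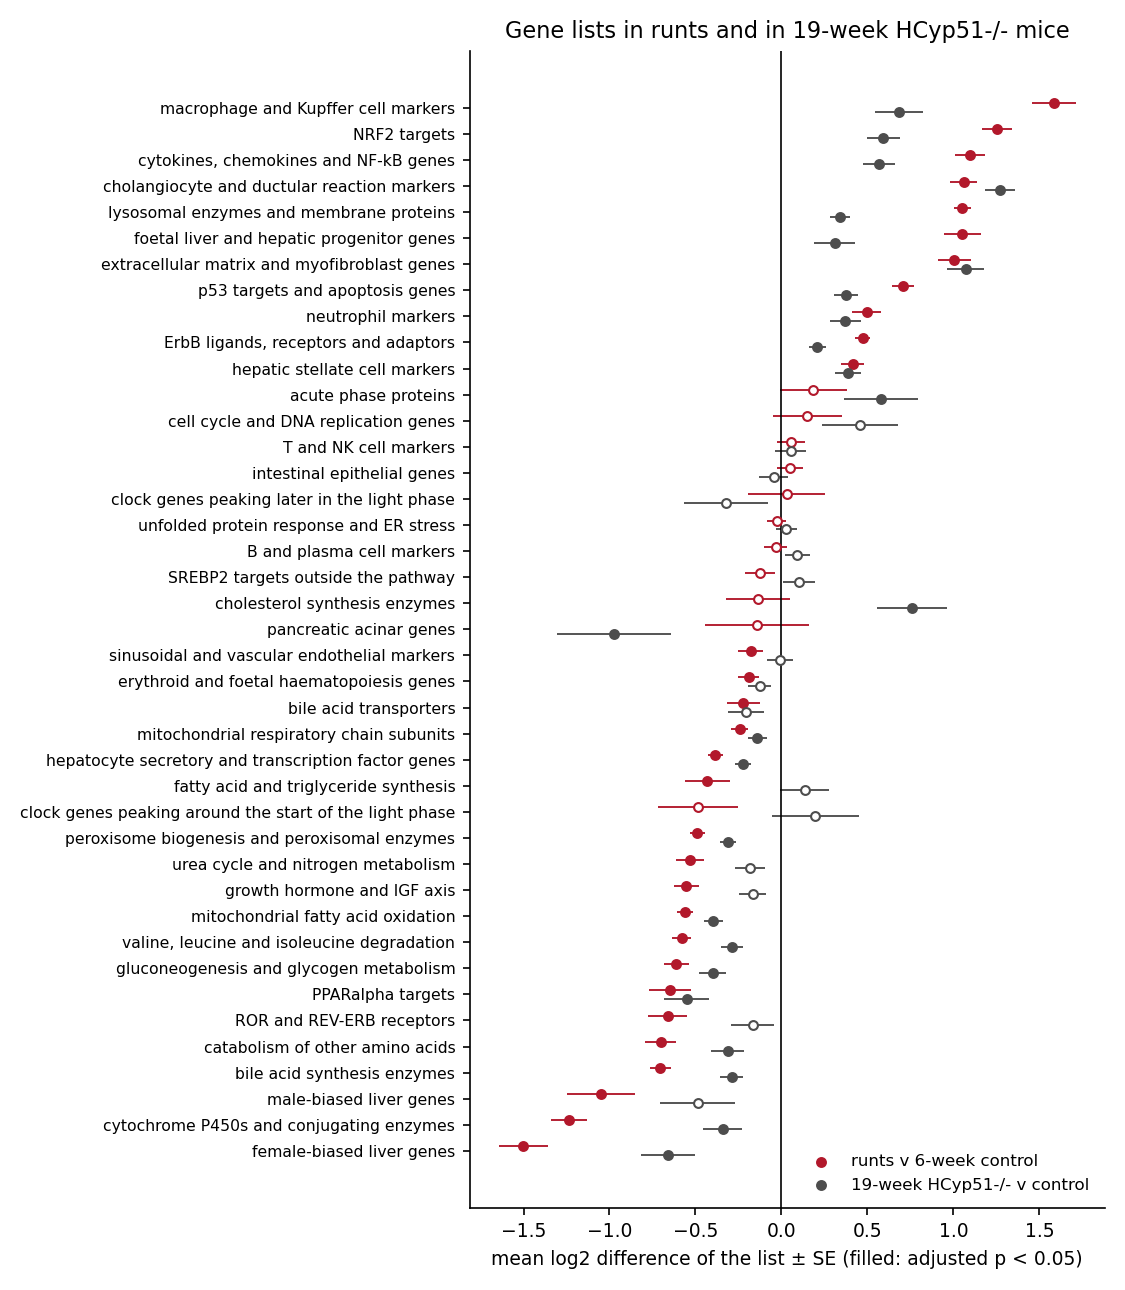
Mean change of each gene list (x axis, log2, relative to the array mean) in runts against 6-week controls and in H Cyp51*-/- mice at 19 weeks against controls, with standard errors, filled points having an adjusted p under the threshold. The list of catabolism of other amino acids lies at −0.70 and −0.31, and the list of cytokines, chemokines and NF-kB genes at 1.10 and 0.57.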

To evaluate this hypothesis, we employed transcription factor (TF) enrichment analysis, which indeed showed significant enrichment in the runt (176/250 TFs) and the adult 19-week H^*Cyp51*−/−^ mice (113/250 TFs) (Table 2; Supplementary Table 4). 

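Target genes of the AP-1 factors stood among those that rose most in runts, and those of ROR receptors and of CHOP among those that fell most. The list for JunD rose by 0.62 in runts as a mean relative to the array (SE 0.04, limma adjusted p = 1.1e-11), with 6 of 14 members up and 1 down, and the list for the c-Fos:c-Jun dimer by 0.63, with 5 of 6 up. For JunD the median of the members was −0.04, so that its mean rests on the members that rose. The list for c-Fos, with 12 of 28 members up and 2 down, rose by 0.49 in runts and by 0.30 at 19 weeks. The list for CHOP-10, a factor of the ER stress response, fell by 0.66 in runts (SE 0.06, limma adjusted p = 1.8e-08), with 3 of 5 members down, and by 0.29 at 19 weeks. With an estimated correlation these lists were not called (adjusted p = 0.14 in runts for JunD, c-Fos and CHOP-10, and adjusted p = 0.21 for c-Fos:c-Jun, while at 19 weeks the adjusted p was 0.13 for c-Fos and 0.19 for CHOP-10).

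Of 194 transcription factor target lists with at least 5 measured members, from the 203 printed in Supplementary Table 4, 128 rose and 36 fell in runts (165 of either direction unadjusted). At 19 weeks, 94 rose and 13 fell (116 unadjusted). No list changed at 3 weeks by limma (11 unadjusted, 0 by camera, 0 by fry) or at 6 weeks (17 unadjusted, 1 by camera with a preset correlation, 0 by fry). The study tested these lists on the same arrays, so the counts are not independent evidence of direction. It printed the lists it found enriched, which favoured a high share of changed lists here beforehand. fry, which asks whether a list's genes move one way without comparing them with other genes, called 155 in runts and 86 at 19 weeks. camera, which compares a list with all other genes, called 27 and 33 with a preset correlation and 0 and 1 with an estimated one.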

In both cases RORC and RORA transcriptional activities were among the most downregulated (Fig. 5a–c). 

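The RORC target list had the lowest mean change of all 194 target lists in runts and at 19 weeks, and the RORA list had rank 4 in runts and 15 at 19 weeks, where 3 arrays held pancreatic acinar RNA. Of 22 measured RORC targets, 14 fell and 1 rose in runts (the same numbers adjusted over the list alone), and 7 fell and 1 rose at 19 weeks (9 and 1 over the list alone). *Klf15*, a regulator of gluconeogenesis, fell by 1.22 on the log2 scale in runts, and *Adipor2*, an adiponectin receptor, by 1.14 (SE 0.09, limma adjusted p = 6.2e-09). *Gys2*, liver glycogen synthase, fell by 1.00 at 19 weeks (SE 0.19, limma adjusted p = 0.0012) and *Hsd3b5*, a male-biased steroid dehydrogenase, by 2.23. The fatty acid transporter *Cd36* was the member that rose in runts, by 1.52. Of 18 RORA targets, 7 fell and 2 rose in runts (8 and 3 over the list alone) and 5 fell and 2 rose at 19 weeks (8 and 2 over the list alone). The sulfotransferase *Sult1b1* fell by 1.29 in runts and by 0.91 at 19 weeks, while *Psap*, the precursor of lysosomal saposins, rose by 1.31 and 0.46.

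The mean of the RORC targets relative to the array mean was 3.28 ± 0.12 (SD, n = 6) in runts and 3.94 ± 0.10 (n = 4) in 6-week controls, a fall by 0.66 (SE 0.08, limma adjusted p = 1.7e-07, adjusted p = 0.14 with an estimated correlation). All 6 runts lay below all controls (exact two-sided permutation test, p = 0.0048, the smallest that 6 against 4 mice allow). At 19 weeks it was 3.67 ± 0.40 in H Cyp51*-/- mice and 4.14 ± 0.24 in controls (n = 4 each), a fall by 0.47 (SE 0.08, limma adjusted p = 9.9e-05, adjusted p = 0.19 with an estimated correlation). Here 2 of the 4 H Cyp51*-/- mice lay below all controls (p = 0.14 from the exact test, which ignores sex). The RORA targets had 2.20 ± 0.11 in runts and 2.60 ± 0.09 in 6-week controls, a fall by 0.41 (SE 0.06, limma adjusted p = 4.0e-06, adjusted p = 0.32 with an estimated correlation), and differed by −0.12 at 19 weeks (limma adjusted p = 0.13), with −0.36 in females and 0.13 in males. At 6 weeks, H Cyp51*-/- mice had differences of 0.25 for the RORC targets (limma adjusted p = 0.19) and 0.13 for the RORA targets.

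The study updated both lists from the literature and tested them on these same arrays, so their direction here is not independent evidence. The ranks are among lists that the study printed as enriched. Among 10000 random lists matched on mean expression, 7 fell as far as the RORC list in runts and 0 at 19 weeks, and 111 fell as far as the RORA list in runts and 500 at 19 weeks. The list of 4 ROR and REV-ERB receptors fell by 0.66 in runts through *Nr1d1*, a clock repressor that fell by 2.23 (adjusted p = 0.25 with an estimated correlation), while *Rora* itself differed by −0.09 (limma adjusted p = 0.40) and no named probe set measures *Rorc*. From this enrichment the paper states that the transcriptional activities of both receptors were among the most downregulated. It also shows RT-qPCR of *Rora*, *Rorc* and the RORC targets *Avpr1a* and *Lipc*, which was not examined here.

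**Figure D3:**
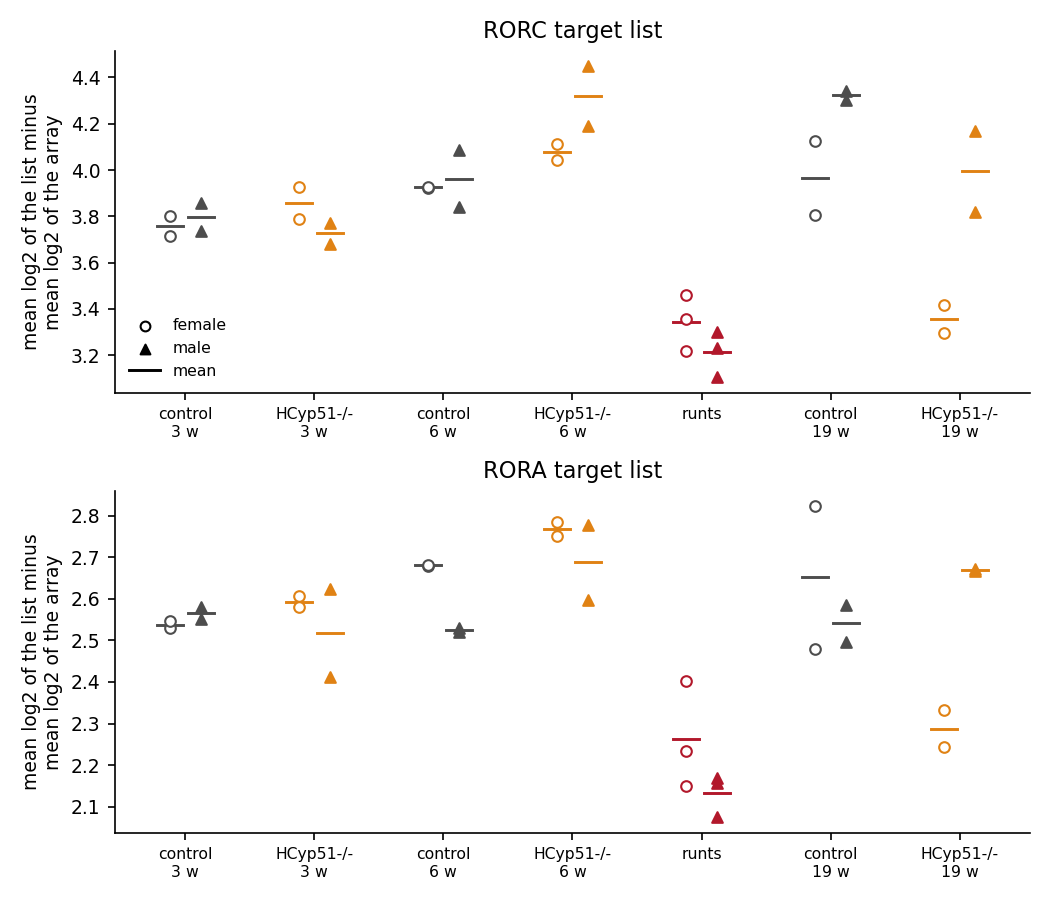
Mean of the RORC and RORA target lists per mouse (y axis, log2 relative to the array mean) by age and genotype and in runts, open circles females, triangles males, bars the group mean. For the RORC targets the 6 runts lie around 3.28, below all 6-week controls around 3.94.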

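Targets of HNF4A, the regulator of hepatocyte metabolism, fell in runts, while those of NRF2, the regulator of the oxidative stress response, and of NF-Y rose. Of 39 HNF4A targets (listed as HNF-4alpha), 19 fell and 7 rose in runts (21 and 8 adjusted over the list alone). The cytochrome *Cyp2d40* fell by 3.16 on the log2 scale, whereas *Vim*, the intermediate filament of mesenchymal cells, rose by 2.04 (SE 0.13, limma adjusted p = 2.2e-10). The mean was 3.62 ± 0.05 (SD, n = 6) in runts and 3.96 ± 0.03 (n = 4) in 6-week controls, a fall by 0.34 (SE 0.04, limma adjusted p = 9.8e-08, adjusted p = 0.21 with an estimated correlation). At 19 weeks the HNF-4alpha list fell by 0.17 (limma adjusted p = 0.0016, adjusted p = 0.28 with an estimated correlation), all 4 H Cyp51*-/- mice lying below all controls (exact two-sided permutation test, p = 0.029, the smallest possible). *Hnf4a* itself differed by −0.15 in runts (limma adjusted p = 0.20).

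Of 20 NRF2 targets of the study's list, 8 rose and 5 fell in runts (10 and 5 over the list alone). *Hmox1*, heme oxygenase, rose by 2.08 and *Nqo1*, a quinone reductase, by 1.87, next to the tight junction gene *Cldn4* by 2.29 and the anti-apoptotic *Bcl2* by 0.96. The list rose by 0.39 in runts, with all 6 above all controls (exact p = 0.0048, the smallest), and by 0.13 at 19 weeks (limma adjusted p = 0.034), with adjusted p = 0.34 and 0.58 with an estimated correlation. Of a separate list of 22 NRF2 targets fixed beforehand, 16 rose in runts and 11 at 19 weeks (19 and 14 over the list alone), none fell, and the NRF2 targets of that list rose by 1.25 (SE 0.09, limma adjusted p = 2.9e-10) and 0.59. The sulfiredoxin gene *Srxn1* rose by 1.98 and 0.83, and the carbonyl reductase *Cbr3* by 2.54 in runts.

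Of 31 NF-Y targets, 8 rose and 4 fell in runts, and 10 rose at 19 weeks (8 and 4, then 10 and 1, over the list alone). Among those that rose were lipoprotein lipase *Lpl* by 1.63 and 1.99, the collagen *Col1a2* by 1.25 and 1.80 and the ductal factor *Sox9* by 1.37 and 1.56. The NF-Y list rose by 0.26 in runts (limma adjusted p = 3.1e-05, adjusted p = 0.32 with an estimated correlation), although the median of its members was −0.09. At 19 weeks it rose by 0.45 (SE 0.05, limma adjusted p = 7.6e-07, adjusted p = 0.079 with an estimated correlation), with all 4 H Cyp51*-/- mice above all controls. Of the subunit genes, *Nfya* rose by 0.78 in runts and *Nfyb* fell by 0.59. The study tested these 3 target lists on the same arrays, so their counts are not independent evidence of direction. Of 10000 random lists matched on expression, 91 fell as far as HNF4A targets in runts, 65 rose as far as NRF2 targets and 200 as far as NF-Y targets.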

Reduced HNF4A activity also indicated metabolic downregulation, while elevated NRF2 and NFY activities indicate that a block in cholesterol synthesis could lead to ROS production^19^ and protein misfolding^20^. The Interactome tool^21^ for visualizing interactions between selected enriched TFs in runts contained no known interactions of RORC with other TFs (Fig. 6), suggesting its diminished activity may stem from other sources, such as the decreased availability of endogenous sterol ligands.

### Sterol imbalance as a major hallmark of *Cyp51* ablation

To assess the availability of natural sterol RORC ligands we measured cholesterol and its biosynthesis intermediates by GC/MS. Total cholesterol was diminished in 6-week H^*Cyp51*−/−^ mice, but remained unchanged in runts. This was true also for esterified and free cholesterol (Fig. 7a). CYP51 substrate lanosterol (LAN) was increased 12- and 35-fold and 24,25-dihydrolanosterol (DHL) 800- and 6000-fold in 6-week H^*Cyp51*−/−^ mice and runts, respectively (Fig. 7b). Conversely, the direct product of CYP51 demethylation, follicular fluid meiosis-activating sterol (FF-MAS), was decreased 2.6- and 2.1-fold in 6-week H^*Cyp51*−/−^ mice and runts, respectively. Further downstream the pathway, zymosterol was decreased by 2.4- and 4.3-fold (Fig. 7b). Sterols between MAS and zymosterol (Fig. 7c) were recently proposed as strong RORC agonists^11^. Elevated levels of lathosterol and 7-dehydrocholesterol might support the existence of a shunt pathway, as previously proposed by us^22^,^23^ and others^24^.

### An overlapping transcriptional network of the hepatocyte *Cyp51* and *Rorc* knockout mice

We next set out to evaluate the contribution of diminished RORC activity on the phenotype of H^*Cyp51*−/−^ mice. We applied the hepatocyte *Rorc* (H^*Rorc*−/−^) mice and compared the transcriptome data between the two models. 

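Of the 50 genes that the paper lists as changed in isolated hepatocytes without *Rorc*, 44 are measured on these arrays. In runts, 13 of them changed in the same direction, 4 up and 9 down. Those down include coagulation factor *F11*, the anion transporter *Slc17a4* with −0.71 (log2, SE 0.16, limma adjusted p = 0.0022) and the kinase *Camk1d*, and those up include the fatty acid transporter *Cd36* and the galectin *Lgals1*. A further 6 changed in the opposite direction, among them the tetraspanin *Cd9* and *Cyp4a31*, and 25 did not pass the test. At 19 weeks, 7 changed in the same direction, 3 up and 4 down, and all 7 (*Cd36*, *Lgals1*, *Ly6d*, *Srgap3*, *Arhgef37*, *Gpr110* and the RNA 1500017E21Rik) were also among the 13. A further 6 changed in the opposite direction, among them *Fdft1*, squalene synthase.

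Given the share of all genes that changed in each direction, 7.17 genes with the same direction and 7.28 with the opposite one would be found in runts by chance, and 2.39 and 2.91 at 19 weeks (exact one-sided p = 0.020 and 0.0090 for the same direction). These shares ignore expression. Random lists of genes with like expression, a test chosen after seeing the data, held 9.78 genes with the same direction in runts on average (95% of them 5 to 15) and 9.84 with the opposite one, and 3.54 and 3.93 at 19 weeks. Of 10000 such lists 1583 held 13 or more with the same direction in runts (one-sided permutation p = 0.16) and 590 held 7 or more at 19 weeks (one-sided permutation p = 0.059), so an excess over genes of like expression was not detectable. When a change against 6-week H Cyp51*-/- mice was required as well, 11 genes changed in runts in the direction of the *Rorc* knockout. With the acinar score of each array as a covariate, chosen after seeing the data, 4 genes shared the direction at 19 weeks, and 4 did with the 19-week arrays fitted alone. The knockout of *Rorc* was not measured on these arrays, so its directions are those the paper's table gives. They come from RNA sequencing of hepatocytes isolated from males, whereas these arrays hold RNA of whole liver from both sexes.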

We found 50 DE genes separating H^*Rorc*−/−^ and control mice (Supplementary Table 2), where 11 had the same response as in runts (Fig. 8a, Supplementary Table 5) and 5 as in 19-week H^*Cyp51*−/−^ mice. Due to the known circadian nature of RORC, hepatocytes from the H^*Rorc*−/−^ mice were isolated at ZT7 (daytime RORC nadir) and ZT19 (night-time RORC zenith). TF enrichment of the transcriptome data expectedly showed increased night-time RORC activity only in the control mice since its (circadian) expression is dampened in H^*Rorc*−/−^ livers. From 1264 diurnal DE genes in control mice, 791 lost their rhythm due to RORC abolishment in the H^*Rorc*−/−^ mice and may be considered as potential RORC targets. Moreover, 105 genes from this list were positive for RORC binding based on Chip-seq results by Takeda *et al*.^17^ and a further 49 differentially expressed (mostly downregulated) in runts (Fig. 8b, Supplementary Table 5). 

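Of the 105 RORC-bound genes, 97 are measured, and 55 of these changed in runts (56.7%), 39 down and 16 up. Random lists of as many genes with like expression held 23.9 genes that fell on average (95% of them 16 to 32), and 3 of 10000 held 39 or more (one-sided permutation p = 4.0e-04). The same lists held 25.8 genes that rose (17 to 35), so 16 lies below their range. The total of 55 lies within it (mean 49.8, 40 to 59, one-sided permutation p = 0.16). When a change against both 6-week controls and 6-week H Cyp51*-/- mice was required, 45 genes remained, 35 down and 10 up. With 1 array left out, 48 to 56 genes changed.

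The bound genes include 3 of the amino acid lists, *Amdhd1* of histidine breakdown, *Cbs*, cystathionine synthase, and *Got1*, a transaminase, against 63 of 21326 other genes (one-sided Fisher's exact test, p = 0.0033). The other genes are all those measured and were not matched on expression. The test therefore cannot tell amino acid genes from liver-expressed genes at large. In runts *Amdhd1* and *Cbs* fell and *Got1* did not pass the test. The paper's enrichment is for the 49 bound genes changed in runts, on KEGG and gene ontology sets. The count here is for all 97 measured bound genes on other lists, so the 2 are not the same test. *Sds*, among the 49, is not measured here. The RORC-bound genes were selected in the study by binding and by loss of rhythm without *Rorc*, not on the runt arrays.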

FIDEA^25^ showed that these genes are primarily involved amino acid metabolism (Supplementary Tables 6 and 7).

### Age-dependent sexual dimorphism in *Cyp51* ^−/−^ mice

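Female and male control livers differed at 3 weeks in 8 probe sets, at 6 weeks in 96 and at 19 weeks in 151 (1735, 3645 and 2505 at an unadjusted p under 0.05 from limma, n = 2 per sex). In H Cyp51*-/- mice the numbers were 5, 14 and 305. At 3 weeks the differences were those of the sex chromosomes, with *Xist*, the RNA of the inactive X chromosome, higher by 6.13 on the log2 scale in control females (SE 0.29, limma adjusted p = 3.2e-11), together with *Dmbt1* by 3.70 and *Adgrg7* by 2.63, the 2 control females having the highest intestinal epithelial scores of that age (0.21 and 0.15 against at most −0.12 in the other 6 arrays). The female-biased and male-biased liver genes did not differ between the sexes at 3 weeks, nor in 6-week controls (0.13 and −0.32, limma adjusted p = 0.82 and 0.65). In 6-week H Cyp51*-/- mice the female-biased liver genes were higher in females by 1.67 and the male-biased liver genes lower by 1.74. At 19 weeks, 14 of 24 female-biased genes were higher in control females and 16 of 23 male-biased genes lower (22 and 19 adjusted over the list alone). The female-biased cytochromes *Cyp2b13*, *Cyp2c69* and *Cyp3a16* were higher by 7.82, 7.42 and 6.80, and *Slco1a1*, an organic anion carrier, and *Cyp4a12a*, both male-biased, lower by 5.87 and 4.96. The female-biased liver genes were higher by 2.96 in 19-week control females (SE 0.22, limma adjusted p = 2.2e-09), and the male-biased liver genes lower by 2.60 (SE 0.31).

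In 6-week controls the 96 probe sets had another make-up. Of 33 cell cycle and DNA replication genes, 9 were lower in females (31 adjusted over the list alone), with a mean of −1.31 (limma adjusted p = 0.010, and adjusted p = 0.16 with an estimated correlation). Without control male 2 the cell cycle and DNA replication genes had −0.80 (limma adjusted p = 0.21), and the call was also lost without control female 1 or 2. The clock genes peaking around the start of the light phase were higher by 1.52, with the clock activator *Arntl* up by 2.88, and the clock genes peaking later in the light phase lower by 1.31 (adjusted p = 0.16 with an estimated correlation for both, each call being lost without control female 1 or control male 1, and that for the later genes also without control male 2). With a clock score of each array as a covariate the 96 became 6, with only the arrays compared 11 and with pairwise interactions only 20. The clock score was 1.78 and 0.80 in the 6-week control females and −1.83 and −1.26 in the males. In this group the covariate therefore cannot be told apart from sex, and the fall to 6 does not decide between them. In 19-week controls, pancreatic acinar genes were higher in females by 3.42, both control females holding that RNA. Leaving out 1 array moved the 96 to 10 without control female 1, 15 without control female 2, 174 without control male 1 and 17 without control male 2. In 19-week H Cyp51*-/- mice the 305 became 70 without H Cyp51*-/- female 1, 188 without H Cyp51*-/- female 2 and 45 without H Cyp51*-/- male 1. With only the arrays compared the 151 became 82 and the 305 became 64, with pairwise interactions only the 14 became 5 and the 151 became 98, and with the clock score as a covariate the 305 became 82. That score also separated the sexes of 19-week H Cyp51*-/- mice (−1.48 and −1.19 in females, 0.35 and 0.19 in males). It cannot be told apart from sex there either.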

The progressive increase in the number of DE genes between males and females (Supplementary Table 2) is in agreement with the current understanding that sex differences emerge from 4 weeks onward^1^. The number of DE genes in response to *Cyp51* disruption was consistently higher in H^*Cyp51*−/−^ females compared to the males (61/1 at 6 weeks; 1821/941 at 19 weeks). 

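At 6 weeks, 40 probe sets rose and 21 fell in H Cyp51*-/- females and 1 fell in H Cyp51*-/- males (3867 and 2226 at an unadjusted p under 0.05 from limma, n = 2 per genotype and sex). In 6-week females, *A1bg*, a plasma glycoprotein, rose by 3.41 on the log2 scale (SE 0.42, limma adjusted p = 7.0e-04), *Cib3* by 3.32 and *Tinag* by 2.31, while *Serpina7* fell by 3.75 and *Hapln1*, a matrix link protein, by 2.42. The canalicular sterol exporters *Abcg5* and *Abcg8* rose by 1.23 and 1.48, named here after their values were seen. The probe set of 6-week males was *Cyp2b13*, which fell by 3.85. At 3 weeks, 7 probe sets changed in females and 0 in males (1189 unadjusted in males from limma).

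At 19 weeks, 1130 rose and 693 fell in females, and 698 rose and 243 fell in males (5384 and 4878 unadjusted). *Cib3* rose by 5.79 and *Sprr1a* by 5.19 in females, which lost the female-biased *Sult3a2*, *Cyp3a16* and *Sult3a1*, by 6.85, 6.77 and 6.14. In males, *Tinag* rose by 3.49 and *Gpnmb* by 3.15, and *Hsd3b5* fell by 3.76 and *Cd163* by 2.11. Of 505 probe sets changed in both sexes, 495 changed the same way, where 27.0 up and 5.77 down would by chance. The difference between the sexes in the effect of the knockout was tested directly and passed for 0 probe sets at 3 weeks (limma, 2086 unadjusted), 2 at 6 weeks and 82 at 19 weeks. Of the 82, 14 had a higher effect in females, with *Cib3* at 3.96 and the citrate carrier *Slc13a5* at 2.54. The other 68 had a lower one, the lowest being the acinar enzymes *Cpb1*, *Reg1* and *Ctrb1* at −8.48, −8.05 and −7.59.

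The 61 probe sets of 6-week females became 4 with pairwise interactions only, 6 with only the arrays compared, 29 with the clock score as a covariate and 268 with array weights. The count in 6-week females was 10 without control female 1, 12 without control female 2, 17 without H Cyp51*-/- female 1 and 12 without H Cyp51*-/- female 2, and in 6-week males 12, 4, 17 and 0 without control males 1 and 2 and H Cyp51*-/- males 1 and 2. At 19 weeks each array left out lowered it, to 867 to 1119 in females and 347 to 592 in males (633 and 266 with only the arrays compared), and the 82 became 50 without control male 1, 44 without H Cyp51*-/- female 1 and 50 without H Cyp51*-/- male 1. With pairwise interactions only (age by genotype, age by sex and sex by genotype), which the supplementary methods name and which allow 1 such difference for all ages, 0 of the 82 passed (limma, 2285 unadjusted), and with only the arrays compared 15 did. With the acinar score of each array as a covariate, chosen after seeing the data, 10 changed in 19-week females, whose controls both held acinar RNA, 625 in males and 6 in the test of the difference. In females the covariate cannot be told apart from the control group, and its slope rests mainly on the 2 H Cyp51*-/- males of 19 weeks.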

The initial response in 6-week H^*Cyp51*−/−^ females favoured apoptosis and ErbB signalling, pointing to enhanced liver damage and regeneration. 

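In 6-week H Cyp51*-/- females 1 member of the ErbB list passed the test over all genes and no apoptosis gene did. *Erbb4*, a receptor for neuregulins, rose by 1.80 on the log2 scale (SE 0.34, limma adjusted p = 0.028, n = 2 females per genotype). Of 22 ErbB ligands, receptors and adaptors, 3 rose when adjusted over the list alone, and the ErbB ligands, receptors and adaptors had a mean difference of 0.20 (SE 0.07, limma adjusted p = 0.11). None of the 17 p53 targets and apoptosis genes passed over all genes or over the list alone, and the p53 targets and apoptosis genes had a mean of 0.23 (SE 0.10, limma adjusted p = 0.17). Both lists were called by camera with a preset correlation (adjusted p = 0.029 and 0.022), and not with an estimated correlation (adjusted p = 0.28 and 0.49) or by fry (adjusted p = 0.12 and 0.28). Among the 61 changed probe sets were the kinase *Cdk6*, up by 0.82, and *Rad50*, part of a complex that binds DNA breaks, up by 0.65, both named after their values were seen.

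Of the other lists of damage and regeneration, macrophage and Kupffer cell markers had 0.53 (limma adjusted p = 0.12), cytokines, chemokines and NF-kB genes 0.23 (0.27) and unfolded protein response and ER stress genes −0.21 (0.17). The nearest to the threshold was the list of lysosomal enzymes and membrane proteins, at 0.30 (SE 0.08, limma adjusted p = 0.053). By limma none of the 41 lists changed in 6-week females (11 at an unadjusted p under 0.05, 16 by camera with a preset correlation and 0 by fry). The effect on the ErbB ligands, receptors and adaptors did not differ detectably between the sexes at 6 weeks (difference 0.11, limma adjusted p = 0.47).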

At 19 weeks, decreased fatty and amino acid metabolism and enhanced inflammatory and cancer-related pathways were also underlined (Supplementary Table 3). 

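In 19-week H Cyp51*-/- females, genes of fatty acid and amino acid breakdown fell and those of inflammation, ducts and matrix rose. Of 16 genes of mitochondrial fatty acid oxidation, 9 fell (15 adjusted over the list alone), with *Eci1*, an enoyl-CoA isomerase, down by 0.77 on the log2 scale and *Etfb* by 0.71. Of 35 genes for catabolism of other amino acids, 11 fell (23 over the list alone, where 1 rose), with *Haao*, of tryptophan breakdown, down by 0.97 (SE 0.14, limma adjusted p = 1.1e-04) and *Uroc1*, of histidine breakdown, by 0.93. Of 22 genes for valine, leucine and isoleucine degradation, 12 fell (18 over the list alone), with *Dbt* down by 0.91 and *Mccc2* by 0.74. Of 32 cytokines, chemokines and NF-kB genes, 10 rose (13 over the list alone), with *Cd14* up by 2.63 and *Ccl2* by 1.88. The apoptosis genes *Tnfrsf10b* and *Apaf1* rose by 1.88 and 0.79, and the growth factors *Nrg1* and *Btc* of the ErbB list by 2.33 and 1.01.

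As list means in females (n = 2 per genotype), mitochondrial fatty acid oxidation fell by 0.50 (SE 0.08, limma adjusted p = 2.3e-05), the catabolism of other amino acids by 0.50 (SE 0.14, adjusted p = 0.089 with an estimated correlation) and valine, leucine and isoleucine degradation by 0.49 (SE 0.09). Genes of fatty acid and triglyceride synthesis fell by 0.63 (0 passed over all genes and 8 fell over the list alone, adjusted p = 0.13 with an estimated correlation). The cytokines, chemokines and NF-kB genes rose by 0.62 (SE 0.13, adjusted p = 0.051 with an estimated correlation), p53 targets and apoptosis genes by 0.47 (adjusted p = 0.075 with an estimated correlation), cholangiocyte and ductular reaction markers by 1.35 and extracellular matrix and myofibroblast genes by 1.02. The call for catabolism of other amino acids was lost without control female 1, and that for fatty acid and triglyceride synthesis without control female 2 or H Cyp51*-/- female 1.

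In males, cytokines, chemokines and NF-kB genes rose by 0.51 (adjusted p = 0.12 with an estimated correlation), cholangiocyte and ductular reaction markers by 1.19 and extracellular matrix and myofibroblast genes by 1.12. Mitochondrial fatty acid oxidation fell by 0.29 (adjusted p = 0.12 with an estimated correlation), while the catabolism of other amino acids had −0.13 (limma adjusted p = 0.43) and valine, leucine and isoleucine degradation −0.09 (limma adjusted p = 0.40). Without H Cyp51*-/- male 2 the cytokines, and without control male 1 the fatty acid oxidation genes, were no longer called in males. Genes of fatty acid and triglyceride synthesis rose in males by 0.90 (SE 0.20, adjusted p = 0.11 with an estimated correlation), with 5 of 16 up over all genes, among them the fatty acid synthase *Fasn* by 1.54 and *Acly*, ATP citrate lyase, by 1.47. The difference between the sexes in the effect was −1.53 for fatty acid and triglyceride synthesis (limma adjusted p = 5.0e-04) and −0.40 for valine, leucine and isoleucine degradation (limma adjusted p = 0.035, adjusted p = 0.13 with an estimated correlation, the call being lost without any 1 array except control female 2 or H Cyp51*-/- female 2), and did not pass for catabolism of other amino acids (−0.37, limma adjusted p = 0.25), mitochondrial fatty acid oxidation (−0.21, limma adjusted p = 0.23) or cytokines, chemokines and NF-kB genes (0.11, limma adjusted p = 0.76). Pancreatic acinar genes fell by 3.28 in females, whose controls held that RNA, and were higher by 1.33 in males through H Cyp51*-/- male 1 (−0.04 without it).

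**Figure D4:**
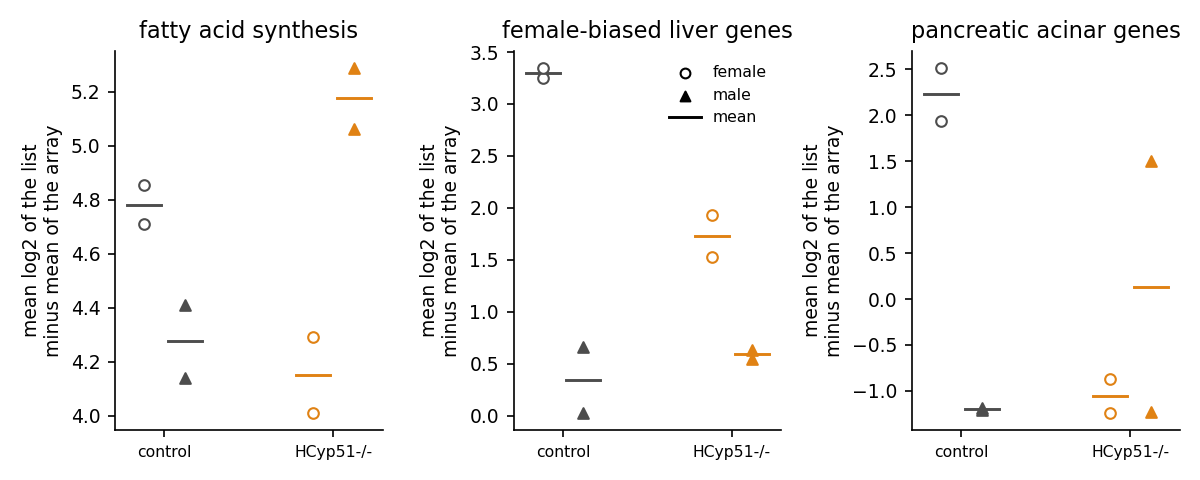
Mean of 3 gene lists per mouse at 19 weeks (y axis, log2 relative to the array mean), fatty acid and triglyceride synthesis, female-biased liver genes and pancreatic acinar genes, by genotype and sex (open circles females, triangles males, bars the mean of 2 mice). Pancreatic acinar genes are high in both control females and 1 H Cyp51*-/- male, at 2.51, 1.94 and 1.50.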

Male sex seems to confer a higher risk for development of the disease phenotype (M:F = 2:1) only in runts. Despite this, runt males and females differed in only 23 genes that showed little to no sex-variation at other ages. 

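Runt females and males differed in 23 probe sets, 4 higher in females and 19 higher in males (3722 at an unadjusted p under 0.05 from limma, n = 3 per sex). They include the sex chromosome genes *Xist*, higher in females by 7.24 on the log2 scale, and *Eif2s3y*, *Uty* and *Kdm5d* of the Y chromosome, with female minus male differences of −4.21, −4.12 and −3.25. Among the others, *Pamr1* was lower in females by 1.00 (SE 0.15, limma adjusted p = 0.0093), *Ccdc80* by 0.95, *Col14a1*, a fibril-associated collagen, by 0.89, *Efemp1*, a fibulin, by 0.89, *Reln* by 0.86 and the complement inhibitor *Serping1* by 0.80 (SE 0.12). The ductal and progenitor marker *Cd24a* was lower by 0.99, the DNA sensor *Cgas* by 1.01 and the death receptor *Tnfrsf21* by 0.67. *Chchd10*, a mitochondrial protein, was higher in females by 0.51 and *Rps18* by 0.57.

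At other ages and in both genotypes, 6 of the 23 passed the test in at least 1 comparison of the sexes. These were *Xist*, *Eif2s3y*, *Uty*, *Kdm5d* and a probe set without a gene symbol, which passed in all 6 comparisons, and *Gria3*, a glutamate receptor subunit, in 6-week controls. The median absolute difference between the sexes of the 19 probe sets other than *Xist*, *Eif2s3y*, *Uty* and *Kdm5d* was 0.95 in runts and 0.16, 0.13, 0.23, 0.31, 0.29 and 0.19 in 3-week control, 3-week H Cyp51*-/-, 6-week control, 6-week H Cyp51*-/-, 19-week control and 19-week H Cyp51*-/- mice. These 19 were selected by the test in the same runts, which favoured a larger difference there beforehand. The other groups also hold only 2 mice per sex, so fewer could pass in them. All 23 separated the 3 females from the 3 males, which 10% of all probe sets do by chance (4416 did). The count rests on single mice, being 6, 636 and 5 without runt females 1, 2 and 3 and 245, 7 and 5 without runt males 1, 2 and 3.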

The elevation of *Casp12* indicating ER stress and activated unfolded protein response (UPR) represents a hallmark of male runts. 

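*Casp12*, a caspase of the ER membrane, had a log2 signal of 6.95 ± 0.23 (SD, n = 3) in male runts and 5.66 ± 0.39 (n = 3) in female runts, a female minus male difference of −1.29 (SE 0.22, limma adjusted p = 0.029). All 3 males lay above all 3 females (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 mice allow). Against 6-week controls of the same sex, *Casp12* rose by 1.75 in males (limma adjusted p = 2.8e-05), and the difference in females was 0.50 (limma adjusted p = 0.18). Of 32 unfolded protein response and ER stress genes, *Casp12* included, 1 was lower in females and 0 higher over all genes (1 and 1 adjusted over the list alone), and as a list the unfolded protein response and ER stress genes differed by 0.00 between runt females and males (limma adjusted p = 0.99).

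The adjusted p of *Casp12* was 0.12 without runt female 1, 0.26 without runt female 3, 0.064 without runt male 2 and 0.27 without runt male 3. It was also lost with quantile normalization (−1.20, limma adjusted p = 0.053) and with the runt arrays fitted alone (limma adjusted p = 0.34). The paper reads the higher *Casp12* as a sign of ER stress and an activated unfolded protein response in male runts.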

TF enrichment also showed elevated activity of NFYs (p = 0.06) and other damage response factors (e.g. JUN, FOS). 

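Between runt females and males, 1 of the NF-Y lists passed the test and those of JUN and FOS did not. The NF-YB targets were lower in females by 0.31 (log2, SE 0.08, limma adjusted p = 0.045), with 0 of 15 members past the test over all genes and 5 lower over the list alone (adjusted p = 0.34 with an estimated correlation). The NF-YC targets differed by −0.21 (limma adjusted p = 0.085), the NF-YA targets by −0.18 and the NF-Y targets by −0.16 (limma adjusted p = 0.092 for both). The c-Jun targets differed by −0.15 (limma adjusted p = 0.085), the c-Fos targets by −0.12 (0.15), the JunD targets by −0.11 (0.14) and the AP-1 targets by −0.10 (0.21). The gene *Jun* itself differed by −0.31 (limma adjusted p = 0.61) and *Fos* by −0.10 (limma adjusted p = 0.81).

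Against 6-week controls, with both sexes of runts, *Jun* rose by 2.28 and *Fos* by 0.82, so these factors were high in runts without a detectable difference between the sexes. With scores of the PGSEA type the adjusted p of NF-YB was 0.22. Of all 194 target lists, 5 differed between the sexes of runts (53 unadjusted), 3 lower and 2 higher in females, 0 of them with an estimated correlation. The study tested these lists on the same arrays, so they are not independent evidence of direction.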

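In runts, matrix, duct and stellate cell genes were lower in females than in males, and drug metabolism and respiratory chain genes were higher. Of 30 extracellular matrix and myofibroblast genes, 1 was lower in females over all genes and 27 when adjusted over the list alone, and the extracellular matrix and myofibroblast genes were lower by 0.58 as a mean (log2, SE 0.12, limma adjusted p = 0.0024, n = 3 per sex). Without runt male 3, the highest of the 6, the matrix genes were still called but lower by 0.38. Cholangiocyte and ductular reaction markers were lower by 0.50 (SE 0.10, limma adjusted p = 0.0019), with 1 of 22 over all genes and 9 over the list alone, and hepatic stellate cell markers by 0.43 (SE 0.09), with 1 of 12 and 6. These 3 lists were also called with an estimated correlation. Cytochrome P450s and conjugating enzymes were higher in females by 0.47 (SE 0.13, limma adjusted p = 0.016, adjusted p = 0.21 with an estimated correlation), with 0 of 30 over all genes and 6 over the list alone. Mitochondrial respiratory chain subunits were higher by 0.23 (SE 0.06, limma adjusted p = 0.015, adjusted p = 0.19 with an estimated correlation), with 0 of 26 and 14. The calls of both lists were lost without runt female 1, runt female 3 or runt male 3.

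The lists nearest below the threshold were catabolism of other amino acids, with a mean of 0.33 (8 of 35 higher over the list alone), valine, leucine and isoleucine degradation, with 0.21, and p53 targets and apoptosis genes, with −0.23 (limma adjusted p = 0.051 for each). Without runt male 3 the catabolism of other amino acids had 0.17 (limma adjusted p = 0.36), and without runt female 2 or runt male 1 each of the 3 lists was called (the catabolism of other amino acids also without runt male 2). Mitochondrial fatty acid oxidation differed by 0.01 (limma adjusted p = 0.98). For cytokines, chemokines and NF-kB genes the difference was −0.18 (limma adjusted p = 0.28), and for macrophage and Kupffer cell markers −0.19 (limma adjusted p = 0.47). The effect of being a runt differed between the sexes for 1 of the 41 lists, hepatic stellate cell markers (−0.59, limma adjusted p = 0.014, adjusted p = 0.061 with an estimated correlation), and that call was lost without control female 1, control female 2 or control male 1 of 6 weeks.

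**Figure D5:**
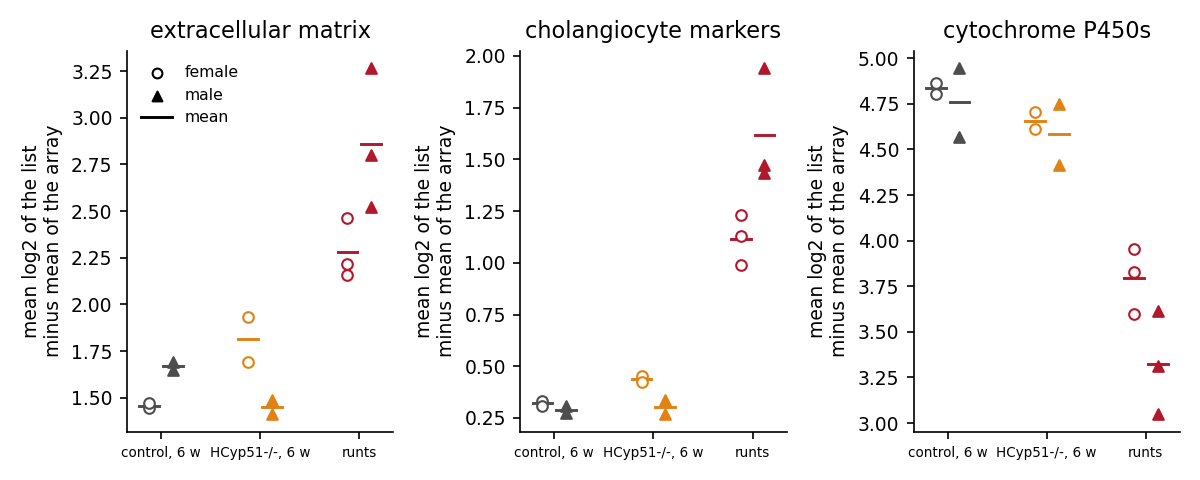
Mean of 3 gene lists per mouse (y axis, log2 relative to the array mean), extracellular matrix and myofibroblast genes, cholangiocyte and ductular reaction markers, and cytochrome P450s and conjugating enzymes, at 6 weeks and in runts (open circles females, triangles males, bars the mean). Between the sexes of runts the differences are −0.58, −0.50 and 0.47.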

KEGG pathway enrichment showed better preservation of metabolism and milder inflammation in runt females.

Expression of RORA and RORC is sexually dimorphic with RORC being generally higher in males and RORA in females^26^. 

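In 19-week females the RORC and RORA target lists both fell, and in males the RORC list fell while the RORA list did not pass the test. In females, the RORC targets fell by 0.61 (log2, limma adjusted p = 4.7e-04, n = 2 per genotype, adjusted p = 0.11 with an estimated correlation), with *G6pc*, the phosphatase that releases glucose, down by 2.49 and *Cyp8b1* by 1.45. The RORA targets fell by 0.36 (limma adjusted p = 0.0038, adjusted p = 0.13 with an estimated correlation), with the sulfotransferase *Sult1b1* down by 1.12. In males, the RORC targets fell by 0.33 (SE 0.12, limma adjusted p = 0.037, adjusted p = 0.81 with an estimated correlation), with *Pck1*, of gluconeogenesis, down by 1.04 and *Cd36* up by 1.18. The RORA targets in males had 0.13 (limma adjusted p = 0.29), with the matrix protein *Sparc*, a member of that list, up by 1.33.

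The difference between the sexes in the effect of the knockout was −0.49 for the RORA targets (SE 0.13, limma adjusted p = 0.036, adjusted p = 0.11 with an estimated correlation) and −0.28 for the RORC targets (limma adjusted p = 0.73). Between H Cyp51*-/- females and males at 19 weeks, the RORC targets were lower in females by 0.64 (SE 0.12, limma adjusted p = 0.0037) and the RORA targets by 0.38 (limma adjusted p = 0.013), each with adjusted p = 0.33 with an estimated correlation. In the same comparison the list of catabolism of other amino acids was lower by 0.48 (limma adjusted p = 0.011, adjusted p = 0.091 with an estimated correlation, the call being lost without H Cyp51*-/- female 1 or H Cyp51*-/- male 1) and fatty acid and triglyceride synthesis by 1.02 (limma adjusted p = 9.4e-04). These values between the sexes of H Cyp51*-/- mice include any difference already present in controls. In 19-week controls the RORC list had rank 2 from the lowest of 194 for females against males. The 2 control females and H Cyp51*-/- male 1 held pancreatic acinar RNA, and with the acinar score as a covariate, chosen after seeing the data, the females had −0.12 for the RORC targets (limma adjusted p = 0.85) and −0.27 for the RORA targets (limma adjusted p = 0.48). That covariate cannot be told apart from the control female group, and its slope rests mainly on the 2 H Cyp51*-/- males. With pairwise interactions only, the RORA targets had −0.19 in females (limma adjusted p = 0.073), −0.04 in males and −0.15 for the difference (limma adjusted p = 0.93). That difference was also lost with only the arrays compared, quantile normalization, the replicate block or the clock score as a covariate (limma adjusted p = 0.35, 0.053, 0.051 and 0.081), and with only the arrays compared so were the calls for RORA in females (limma adjusted p = 0.096) and RORC in males (limma adjusted p = 0.071). Without sex-biased and clock members the RORC targets in males had 0.01 (limma adjusted p = 0.95). The difference for RORA targets was also lost without any 1 of these arrays except control female 2 (−0.32 to −0.54). The call for RORA in females was lost without control female 1 (−0.19) and that for RORC in males without control male 1 or 2 or H Cyp51*-/- male 2 (−0.15).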

The fall in transcriptional activity of both receptors was significantly higher in 19-week H^*Cyp51*−/−^ females, which correlates well with their reduced amino and fatty acid metabolism. These data further implicate ROR signalling as one of the sex-dependent metabolic regulators.

## Discussion

While a major part of cholesterol synthesis is carried out by the liver, other organs contribute to the whole-body cholesterol pool resulting in viable phenotypes of the liver conditional knockouts. Histological and transcriptional changes in H^*Cyp51*−/−^ mice became visible at 6 weeks of age (Supplementary Fig. 3) likely due to cholesterol compensation during the initial 3-week nursing period. The switch to standard laboratory chow lacking cholesterol^27^ raises the need for its endogenous synthesis. As this is disrupted in the knockout livers, the result is a fall in plasma and liver cholesterol at 6 weeks that is remedied at later ages, and alterations of sterol metabolites. Surprisingly, nursing was not always able to prevent liver failure, as indicated by the appearance of H^*Cyp51*−/−^ runts. Runts exhibited the strongest fall in *Cyp51* levels. While the stability of *Cyp51* mRNA and protein is estimated to be in line with other members of the cytochrome P450 family^28^,^29^, the elevated UPR in runts could lead to CYP51 protein misfolding and degradation. Additionally, increased removal of damaged hepatocytes and higher numbers of inflammatory cells that do not express *Cyp51* could have contributed to these measurements. Liver damage in runts most likely started prior to weaning, as witnessed by one 3-week runt-like female. The normal hepatic cholesterol in runts could be explained by the steep fall in plasma HDL. Also based on the sterol profile of DHL we speculate that cholesterol synthesis insufficiency is most pronounced in runts.

From a structural standpoint, cholesterol is an important mediator of membrane fluidity and as a constituent of lipid rafts contributes to cellular signalling. Excess cellular cholesterol preferentially redistributes to intracellular compartments^30^, such as ER, where a raise in cholesterol can trigger UPR and apoptosis in macrophages^31^,^32^. Diminished cholesterol or its replacement with sterol intermediates may also interfere with membrane structure and function^33^,^34^,^35^, demonstrating the need for unperturbed cholesterol homeostasis. Due to methyl groups at carbon C4, cholesterol intermediates LAN and DHL cannot maintain the optimal membrane structure^33^,^36^. Livers of H^*Cyp51*−/−^ mice contained markedly elevated DHL that in runts even surpassed cholesterol. Accumulating DHL could interfere with membranes of mitochondria to produce ROS, with ER to hinder protein synthesis, and with peroxisomes to interrupt metabolic pathways. This is exemplified by activated inflammatory pathways, enrichment of several UPR genes (*Casp12, Eif2ak3*) and TFs (NFY), and decreased peroxisomal metabolism in 19-week H^*Cyp51*−/−^ and runt mice. 

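*Casp12* rose by 1.99 on the log2 scale in 19-week H Cyp51*-/- mice (SE 0.19, limma adjusted p = 8.2e-07, n = 4 per genotype) and by 1.13 in runts (SE 0.18, limma adjusted p = 3.9e-05, n = 6 and 4). *Eif2ak3*, the ER kinase PERK, rose by 0.64 at 19 weeks (limma adjusted p = 3.1e-04) and by 0.85 in runts (SE 0.10). The transcription factor *Atf3* and asparagine synthetase *Asns* rose by 2.00 and 1.99 in runts, *Ddit3*, which codes for CHOP, by 0.55, and the transcription factor *Atf5* fell by 0.89. *Hspa5*, the main chaperone of the ER, differed by −0.12 in runts (limma adjusted p = 0.50). Of 32 unfolded protein response and ER stress genes, 5 rose and 12 fell in runts (6 and 13 adjusted over the list alone), and 2 rose and 1 fell at 19 weeks (3 and 1 over the list alone). The unfolded protein response and ER stress genes as a list had means of −0.03 (SE 0.06, limma adjusted p = 0.65) and 0.03 (SE 0.06, limma adjusted p = 0.67).

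Peroxisomal genes fell together. Of 33 genes of peroxisome biogenesis and peroxisomal enzymes, 25 fell and 2 rose in runts (26 and 3 over the list alone), and 18 fell and 1 rose at 19 weeks (19 and 1 over the list alone). *Agxt*, the glyoxylate transaminase, fell by 1.44 in runts (SE 0.11, limma adjusted p = 2.2e-09) and by 1.00 at 19 weeks (SE 0.12). *Hao1*, a glycolate oxidase, fell by 1.83 in runts and *Pex11a*, of peroxisome division, by 0.89 at 19 weeks. As a mean, peroxisome biogenesis and peroxisomal enzymes fell by 0.49 in runts (SE 0.04, limma adjusted p = 4.5e-09) and by 0.31 at 19 weeks (SE 0.05, limma adjusted p = 3.6e-05), both also called with an estimated correlation. Among inflammatory cells, 7 of 14 neutrophil markers rose in runts and 5 at 19 weeks (8 and 6 over the list alone), with the integrin *Itgam* up by 2.41 and 1.41 and the alarmin *S100a8* by 0.98 and 1.63. The neutrophil markers rose by 0.50 and 0.37 (adjusted p = 0.24 with an estimated correlation for both). Acute phase proteins rose at 19 weeks by 0.58 (adjusted p = 0.24 with an estimated correlation, the call being lost without control female 1, control male 1, H Cyp51*-/- female 2 or H Cyp51*-/- male 2), with the siderophore-binding *Lcn2* up by 2.79, and had 0.19 in runts (limma adjusted p = 0.44). In 3 of the 19-week arrays pancreatic acinar RNA was present.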

The steep rise in DHL might therefore represent an initiator of hepatocellular stress and liver damage (Supplementary Fig. 4).

An interesting question is why is there such a large increase in DHL in runts as opposed to the other H^*Cyp51*−/−^ knockouts. In cell cultures, blocking CYP51 resulted in comprehensive LAN and DHL build-up with an almost complete replacement of cellular cholesterol^37^,^38^. Hepatic cholesterol intermediates (including LAN) generally correlate with their plasma concentration, but not in the case of DHL^24^. This suggested that DHL might be metabolized in a shunt pathway as most recently confirmed by us^39^, or might be exported to the bile, which still awaits experimental confirmation. The former option is enticing as it offers an explanation as to why we found no decrease in sterol intermediates immediately before their conversion to cholesterol in H^*Cyp51*−/−^ mice (e.g. desmosterol, 7-dehydrocholesterol). Conversion of DHL to one of the downstream intermediates from the Kandutsch-Russell branch of cholesterol synthesis could also explain the paradoxically increased lathosterol and 7-dehydrocholesterol in runts. Recently, it was also discovered that cholesterol biosynthesis intermediates act as RORγt ligands in Th17 cells^11^,^12^. Based on the current available evidence LAN and DHL could not serve as RORC agonists since a marked increase in RORC activity was observed upon *Cyp51* overexpression that metabolizes both sterols^11^. In contrast, sterols downstream of LAN and DHL in the canonical pathway, as well as non-canonical sterols, such as metabolites of zymosterol, showed specific agonist activity for RORC.

Reduced availability of sterols after the CYP51 block in livers of 19-week H^*Cyp51*−/−^ and runt mice resulted in diminished RORC activity that could contribute to a fall in the overall metabolic capacity (Supplementary Fig. 4). However, the redundancy of binding to ROR response element (RORE) that enables RORA and REV-ERBs to regulate the overlapping set of target genes^17^,^40^, as well as the overlap in regulation potential of other TFs (PPARs, LXR etc.) make the prediction of RORC-specific effects difficult. By applying H^*Rorc*−/−^ mice and comparing genes that lost diurnality upon *Rorc* ablation with genes that bind RORC in their regulatory regions, we were able to overcome this hurdle and pinpointed to RORC transcriptional targets, half of which are de-regulated also in H^*Cyp51*−/−^ runts. These data show that RORC abolishment, after inactivation of *Cyp51*, exerts its effects either by acting directly on gene expression, or by disrupting the normal circadian rhythmicity of metabolic pathways.

With the exception of runts, female H^*Cyp51*−/−^ mice exhibited a more prominent liver phenotype compared to males throughout their development. This may attribute to the reduced production of oestrogens with antioxidant and anti-fibrotic properties^41^, as well as to the diminished amino acid and lipid metabolism, corresponding to a stronger fall in RORA and RORC activities in 19-week H^*Cyp51*−/−^ females. Conversely, higher prevalence of runt males with dampened metabolism and increased UPR points to pre-pubertal protection of females. Liver thus responds to cholesterol synthesis block in a sex- and age-dependent manner. This is exemplified also in the hepatocyte *Hmgcr*^−/−^ mice^7^, that similarly to H^*Cyp51*−/−^ runts, died by 5 weeks, with minor changes in plasma and liver cholesterol and an activated ER stress response. While the hepatocyte *Hmgcr*^−/−^ knockout was lethal in males, 30% of females survived for up to a year, reflecting a similar sexual dimorphism as observed in H^*Cyp51*−/−^ runts.

In summary, we provide evidence that cholesterol synthesis disruption reduces RORC activity *in vivo*, likely due to the lack of endogenous sterol ligands. We also show that during development towards adulthood female and male livers differ in their susceptibility to the cholesterol synthesis block, where dampened ROR signalling and decreased metabolism likely contribute to this progressive liver disease.

## Methods

### Ethics Statement

Mice experiments were performed in compliance with the current guidelines and regulations. In the case of *Cyp51* mice, they were approved by the Veterinary Administration of the Republic of Slovenia (license numbers 34401-31/2011/4 and 34401-52/2012/3) and were conducted in agreement with the European Convention for the Protection of Vertebrate Animals used for Experimental and Other Scientific Purposes (ETS 123) as well as with the guidelines for work with laboratory animals by the National Institute of Health. In the case of *Rorc* mice, experiments were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of the NYU School of Medicine.

### Animals

Hepatocyte *Cyp51* knockout mice were prepared by crossbreeding *Cyp51*^*flox/flox*^ or *Cyp51*^*-/flox*^ with *Alb-Cre* mice to generate hepatocyte specific *Cyp51*^−/−^ mice on a wild type (*Cyp51*^*flox/flox*^ *Alb-Cre;* designated as *Cyp51*^+/+^ H^*Cyp51*−/−^) and heterozygous (*Cyp51*^*-/flox*^ *Alb-Cre;* designated as *Cyp51*^+/−^ H^*Cyp51*−/−^) background^8^,^42^. *Cyp51*^*flox/flox*^ (*Cyp51*^+/+^) and heterozygous *Cyp51*^*-/flox*^ (*Cyp51*^+/−^) mice were used as controls^27^. Mice were euthanized at different time points during development – 0, 3, 6, 9 and 19 weeks. Blood and liver were collected for biochemical and histological analyses.

Hepatocyte *Rorc* knockout mice (H^*Rorc*−/−^) were prepared by crossbreeding *Rorc*^*flox/flox*^ and *Alb-Cre* mice. Hepatocytes were isolated from 12–13 week old mice at ZT7 and ZT19 using the two-step collagenase perfusion method.

### Histology

Formalin-fixed and paraffin-embedded liver sections were cut at 5 μm and stained with hematoxylin and eosin for general histological evaluation or with Sirius red to assess collagen deposition.

### Biochemical analyses

Plasma parameters (cholesterol, ALT, AST, bilirubin) were measured using commercially available kits. Liver sterols were evaluated by coupled gas spectrometry/mass spectrometry as previously described^43^. Total proteins and RNA was isolated from frozen liver samples.

### Microarray-based gene expression profiling

Affymetrix GeneChip® Mouse Gene 2.0 ST arrays were used to conduct gene expression profiling on *Cyp51*^+/+^ and *Cyp51*^+/+^ H^*Cyp51*−/−^ mice of both sexes, aged 3, 6, 19 weeks and runts (30 samples). Gene expression analysis was done in R using Bioconductor packages limma and PGSEA. Gene sets for enrichment analysis were taken from the KEGG and TRANSFAC databases.

### RNA Sequencing

Libraries were prepared using the Illumina TruSeq Stranded Total RNA library prep, with Ribozero Gold, starting from 500 ng of total RNA and loaded on high output HiSeq 2500 flow cells. RNA alignments were performed using STAR and reads mapping to exons counted using featureCounts. Counts were normalized in R using the DESeq2 package.

Detailed protocols can be found in the supplementary information file.

## Additional Information

**How to cite this article:** Urlep, Z. *et al*. Disrupting Hepatocyte *Cyp51* from Cholesterol Synthesis Leads to Progressive Liver Injury in the Developing Mouse and Decreases RORC Signalling. *Sci. Rep.* **7**, 40775; doi: 10.1038/srep40775 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

## Figures and Tables

**Figure 1:**
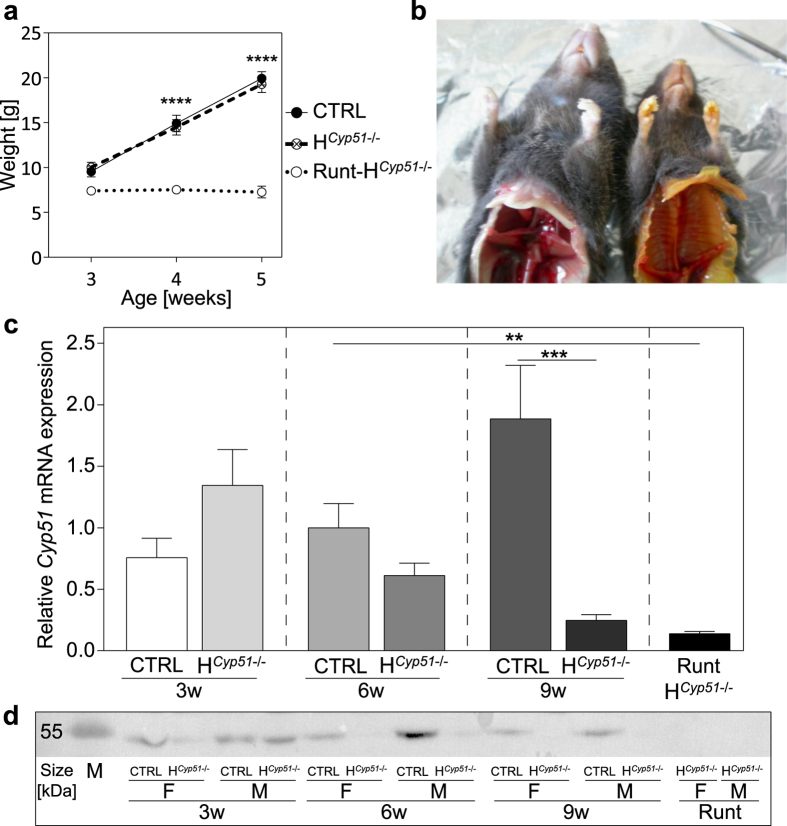
Hepatocyte deletion of *Cyp51* causes (pre)pubertal detrimental defects. (**a**) Growth curves of control (CTRL; n ≥ 6), H^*Cyp51*−/−^ (n ≥ 6) and runt mice (5–7 weeks; n ≥ 3) on a wild type or heterozygous *Cyp51* background. Error bars represent SEM. (**b**) A representative picture of a male H^*Cyp51*−/−^ and a male runt mouse after autopsy. (**c**) A comparison of relative *Cyp51* expression between control, H^*Cyp51*−/−^ and runt mice on a wild type or heterozygous *Cyp51* background at different ages (n ≥ 8). Columns depict means and error bars represent SEM. (**d**) CYP51 protein expression as measured by western blot analysis. Mice were grouped based on age, sex and genotype (regardless of the *Cyp51* background). **p < 0.01; ***p < 0.001; ****p < 0.0001.

**Figure 2:**
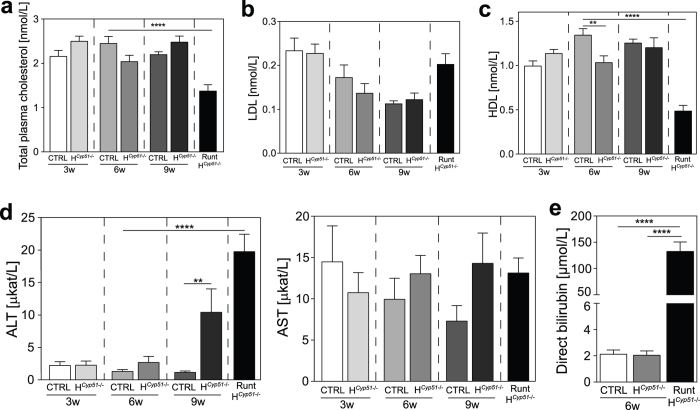
Plasma analyses reveal altered cholesterol homeostasis in runts. (**a**) Total plasma cholesterol, (**b**) LDL cholesterol, (**c**) HDL cholesterol and (**d**) ALT and AST concentrations in control, H^*Cyp51*−/−^and runt mice on a wild type or heterozygous *Cyp51* background at different ages (n ≥ 9). Columns depict means and error bars represent SEM. (**e**) Direct bilirubin levels in 6-week control, H^*Cyp51*−/−^and runt mice on a wild type or heterozygous *Cyp51* background (n > 10). **p < 0.01; ****p < 0.0001.

**Figure 3:**
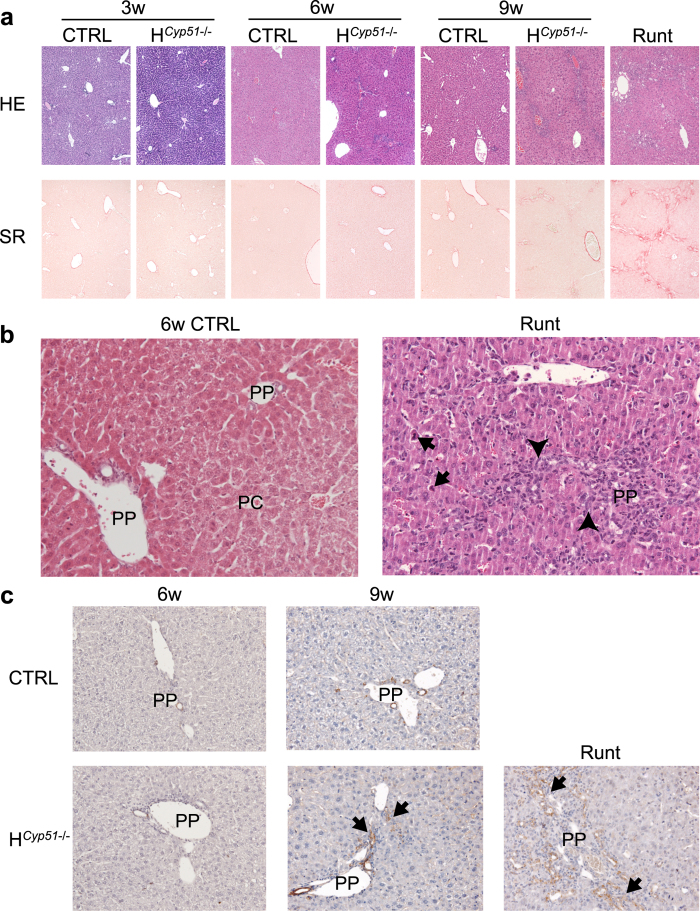
Progressive development of ductular reactions and fibrosis in response to *Cyp51* block in the liver. (**a**) Shown are representative haematoxylin and eosin (top; HE) and Sirius red (bottom; SR) stained liver sections. CTRL – *Cyp51*^+/+^ mice. 100x magnification. (**b**) A representative close up shot of the portal (PP) and central (PC) veins in the 6-week *Cyp51*^+/+^ (CTRL) and the H^*Cyp51*−/−^ runt livers. Arrowheads indicate ductular reaction and arrows apoptotic cells. 200x magnification. (**c**) Shown are representative cytokeratin 19 stained liver sections for 6-week, 9-week and runt mice. Arrows indicate ductular reactions. 200x magnification. CTRL – *Cyp51*^+/+^ mice.

**Figure 4:**
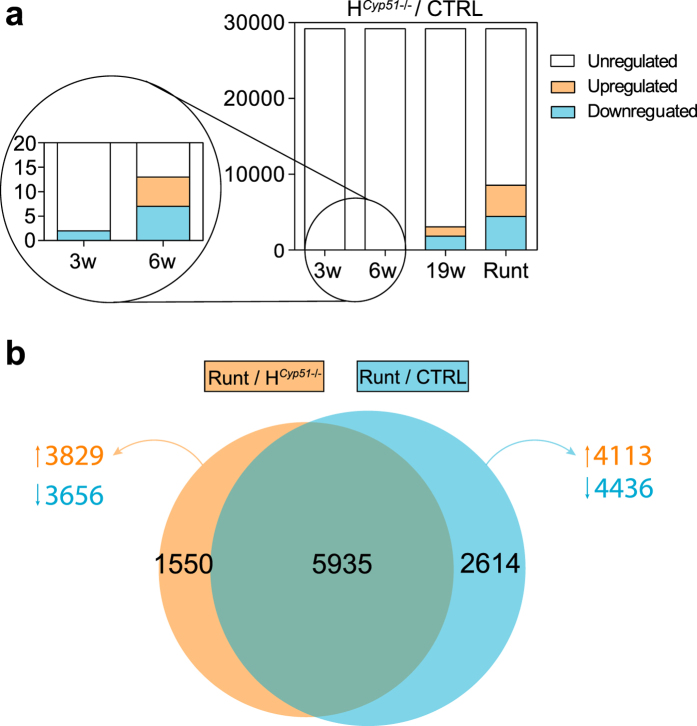
Hepatocyte *Cyp51* disruption leads to progressive metabolic disruption. (**a**) A stacked column plot with numbers of differentially expressed genes comparing H^*Cyp51*−/−^ and control (CTRL) mice on the wild type background for a given age. Runts (5–7 weeks) were compared to 6-week controls. Downregulated genes (blue), upregulated genes (orange), unchanged expression (white). (**b**) Venn diagram comparing the number of DE genes in runts *vs*. 6-week H^*Cyp51*−/−^ mice and runts *vs*. 6-week control mice; all on the wild type *Cyp51* background. The size of the circles correlates to the number of DE genes. The adjacent numbers state the number of corresponding upregulated (orange) or downregulated (blue) DE genes. n = 4 (H^*Cyp51*−/−^; CTRL); n = 6 (runts).

**Figure 5:**
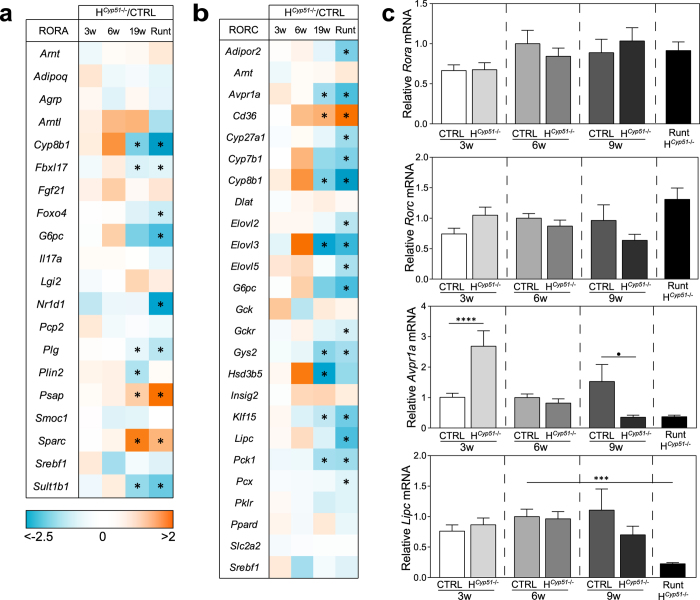
*Cyp51* ablation results in dampened RORA and RORC activities in livers of runt and adult mice. (**a**) A heatmap of RORA target gene expression as measured by microarrays between H^*Cyp51*−/−^ and control (CTRL) mice on the wild type background at different ages. Runts were compared to 6-week controls. Decreased expression (blue); increased expression (orange). n = 4 (H^*Cyp51*−/−^; CTRL); n = 6 (runts). (**b**) A heatmap of RORC target genes as measured by microarrays between H^*Cyp51*−/−^ and control mice on the wild type background at different ages. Runts were compared to 6-week controls. n = 4 (H^*Cyp51*−/−^; CTRL); n = 6 (runts). (**c**) Relative gene expression of *Rora, Rorc* and RORC target genes – *Avpr1a* and *Lipc* – as measured by RT-qPCR in CTRL, H^*Cyp51*−/−^ and runt mice (n > 8), at different ages, on the wild type or heterozygous *Cyp51* background. Columns depict means and error bars represent SEM. ^•^p < 0.1; *p < 0.05; ***p < 0.001; ****p < 0.0001.

**Figure 6:**
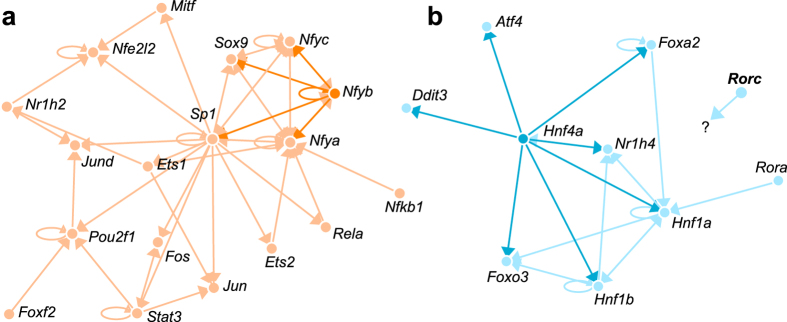
Transcription factor enrichment confirms increased unfolded protein response (UPR) and metabolic decline in runts. (**a**) A network of interactions between selected enriched TFs with increased activity visualized using the Interactome tool. Strong orange colour emphasizes a subcluster of enriched TFs with known involvement in UPR. (**b**) Network of interactions between selected enriched TFs with decreased activity. Dark blue colour designates TFs regulated by HNF4A.

**Figure 7:**
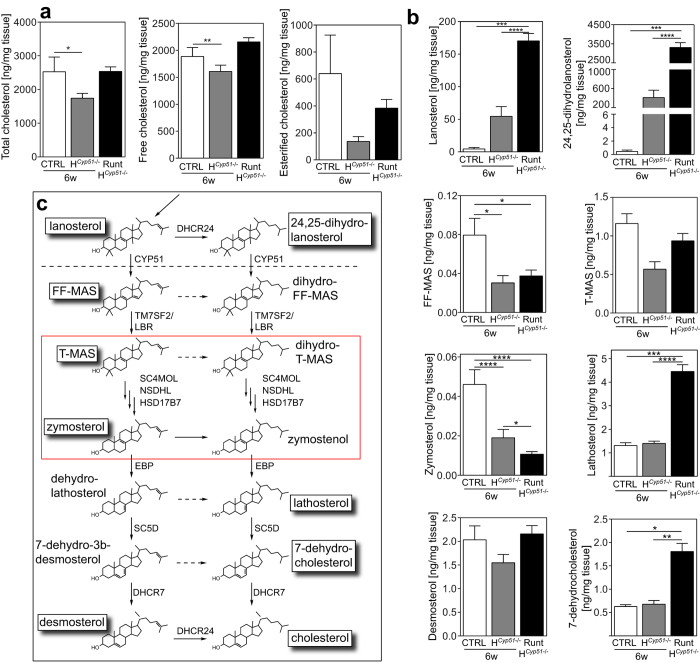
Sterol imbalance as a hallmark of hepatocyte *Cyp51* ablation. (**a**) Liver measurements of total cholesterol (left), free cholesterol (middle) and esterified cholesterol (right) in 6-week control (CTRL), H^*Cyp51*−/−^ and runt males on the wild type *Cyp51* background. Columns depict means and error bars represent SEM (n > 3). Expressed as ng of sterol per mg of wet tissue. (**b**) Levels of selected cholesterol biosynthesis intermediates in livers of 6-week control, H^*Cyp51*−/−^ and runt males on the wild type background. Columns depict means and error bars represent SEM (n > 3). Expressed as ng of sterol per mg of wet tissue. (**c**) Schematic representation of the post-lanosterol part of cholesterol biosynthesis. Red box indicates sterol intermediates proposed as natural RORC ligands. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

**Figure 8:**
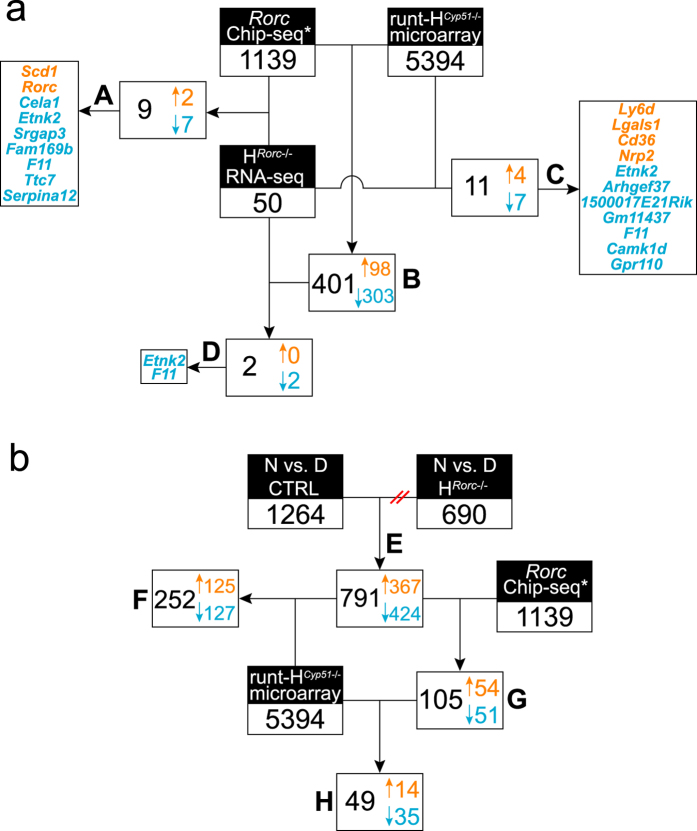
Comparative analysis of H^*Rorc*−/−^ and H^*Cyp51*−/−^ hepatic transcriptomes. (**a**) A three-way comparison of DE genes between H^*Cyp51*−/−^ runts, H^*Rorc*−/−^ mice and chromatin immunoprecipitation (Chip-seq) data for RORC obtained from Takeda *et al*.^17^. A – RORC target genes differentially expressed between H^*Rorc*−/−^ and control mice at ZT7; B - RORC target genes differentially expressed in runts on the wild type background; C – genes differentially expressed in runts and H^*Rorc*−/−^ mice compared to their respective controls; D – RORC target genes differentially expressed in runts and in H^*Rorc*−/−^ mice; (**b**) A sequential comparison of genes regulated by RORC in a diurnal manner with RORC Chip-seq data and data from H^*Cyp51*−/−^ runts. E – genes that showed diurnal (day-night) variation in control (CTRL) mice but not in H^*Rorc*−/−^ mice; F – genes diurnally regulated by RORC that were DE in runts; G – genes diurnally regulated by RORC and identified as RORC targets by Chip-seq analysis (potential RORC targets); H - potential RORC targets differentially expressed in runts. Orange numbers indicate upregulated genes; blue downregulated.

**Table 1:** Selected upregulated and downregulated enriched KEGG pathways in runt-H^*Cyp51*−/−^ mice on the wild type background compared to 6-week *Cyp51* ^+/+^ mice.

KEGG pathway	DE genes/all genes in a pathway	FDR p-value
Upregulated		
TNF signalling pathway	50/107	<0.001
NF-kappa B signalling pathway	49/84	<0.001
Focal adhesion	108/206	<0.001
Apoptosis	49/80	<0.001
Chemokine signalling pathway	91/174	<0.001
Downregulated		
Peroxisome	61/81	<0.001
Nitrogen metabolism	8/17	<0.001
Primary bile acid biosynthesis	14/16	<0.001
Valine, leucine and isoleucine degradation	36/54	<0.001
Steroid biosynthesis	7/20	<0.05

**Table 2:** Selected upregulated and downregulated enriched TFs in runt-H^*Cyp51*−/−^ mice on the wild type background compared to 6-week *Cyp51* ^+/+^ mice.

TF	FDR p-value	Association with phenotype
Upregulated		
*Nfy*	<0.001	Involvement in UPR^20^
*Nrf2*	<0.001	Regulates the response to oxidative stress^44^
*Jun*	<0.001	NAFLD^45^, cancer/proliferation^46^
*Sox9*	<0.001	Ductular reactions^47^
*Rela*	<0.001	Inflammation, regeneration, fibrosis^48^
Downregulated		
*Hnf4a*	<0.001	Central metabolic regulator^49^
*Foxa2 (Hnf3b*)	<0.001	Bile acid homeostasis^50^, lipid metabolism^51^, apoptosis^52^
*Rorc*	<0.001	Lipid, cholesterol and glucose metabolism^17^,^18^
*Rora*	<0.001	Lipid metabolism^53^, cholesterol as ligand^54^
*Fxr*	<0.01	Bile acids homeostasis^55^

# Supplementary material for: Disrupting Hepatocyte Cyp51 from Cholesterol Synthesis Leads to Progressive Liver Injury in the Developing Mouse and Decreases RORC Signalling
**Source:** Sci Rep. 2017 Jan 18;7:40775. doi: 10.1038/srep40775
**Supplement:** Supplementary Information

Supplementary information

Disrupting Hepatocyte *Cyp51* from Cholesterol Synthesis Leads to Progressive Liver Injury in the Developing Mouse and Decreases RORC Signalling

Žiga Urlep¹, Gregor Lorbek¹, Martina Perše², Jera Jeruc³, Peter Juvan¹, Madlen Matz-Soja⁴, Rolf Gebhardt⁴, Ingemar Björkhem⁵, Jason A. Hall⁶, Richard Bonneau⁷, Dan R. Littman^{6,8} and Damjana Rozman^{1*}

Supplementary methods

Animals

The generation of *Cyp51* heterozygous (*Cyp51*^{-flox}, *Alb-Cre*⁻; designated as *Cyp51*^{+/-}) mice and hepatocyte specific *Cyp51* knockout mice (*Cyp51*^{flox/flox}, *Alb-Cre*⁺; designated as *Cyp51*^{+/+} H^{*Cyp51*^{-/-}}) has been reported previously¹⁻³. Briefly, *Cyp51*^{+/-} or *Cyp51*^{+/+} (*Cyp51*^{flox/flox}, *Alb-Cre*⁻) mice on a mixed genetic background ((up to 10 %) 129/Pas x (at least 90 %) C57BL/6J) were cross-bred with *Alb-Cre*⁺ mice (B6.Cg-Tg(*Alb-cre*)21Mgn/J; backcrossed 5 times to the C57BL/6J background) to generate the hepatocyte specific knockouts (H^{*Cyp51*^{-/-}}) on either the wild type (*Cyp51*^{+/+}) or the heterozygous (*Cyp51*^{+/-}) background. The offspring were genotyped based on gDNA from the tail or ear and the deletion of *Cyp51* exons 3 and 4¹. Mice were housed at the Medical experimental center's animal facility under controlled conditions – temperature of 22±1 °C, humidity 55±10% and 12:12-hour light–dark cycle (7:00–19:00 light) with unlimited access to water and diet (Altromin 1324, Germany). For experiments, the knockout and the control mice were pooled into two groups (H^{*Cyp51*^{-/-}}; CTRL) regardless of the *Cyp51* background (excluding the microarrays experiment, where only mice on the *Cyp51*^{+/+} background were used), due to the absence of significant background effect on *Cyp51* expression and mouse development (Supplementary Fig. 5).

All procedures involving animals were approved by the Administration of the Republic of Slovenia for Food Safety, Veterinary and Plant Protection (Permit No. 4401-31/2011/4 and 34401-52/2012/3). Animal care and treatment were conducted in accordance with the national legislation and international laws and guidelines (Directive 2010/63/EU on the protection of animals used for scientific purposes, National Institute of Health guidelines for work with laboratory animals).

For the generation of hepatocyte specific *Rorc* knockouts (*Rorc*^{flox/flox}, *Alb-Cre*⁺; *H^{Rorc}-/-*), C57BL/6 mice carrying floxed alleles at *Rorc* loci were crossed with *Alb-Cre* transgenic mice purchased from Jax laboratories. Animals were bred and maintained under a 12:12-hour light–dark cycle (06:30–18:30 light) in the animal facility of the Skirball Institute (NYU School of Medicine) in specific-pathogen free (SPF) conditions. All experiments on mice were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of the NYU School of Medicine.

Sample collection

To evaluate the phenotype of the *H^{Cyp51}-/-* mice, clinical picture was monitored and recorded on a daily basis. Mice were euthanized by cervical dislocation between 7:30 and 13:30 at the specified ages – at birth (day 0), weaning (3 weeks), puberty (6 weeks) and following sexual maturity (9 and 19 weeks), as recommended by the Working document on genetically altered animals. At autopsy blood was taken by a heart puncture and internal organs (liver, kidney, spleen, heart, gonads) were weighed and macroscopically examined. Plasma was collected into heparin coated Vacuette MiniCollect® 1 ml Plasma Tubes (Greiner Bio-one, Frickenhausen, Germany) and organs were snap-frozen in liquid nitrogen. Left lateral liver lobes were fixed in formalin and embedded in paraffin for further histological analyses. In case of runt- *H^{Cyp51}-/-* mice, humane end points were set at which they were euthanized and their organs were taken for further analyses, as described above. Hepatocytes from 12-13 week old male *H^{Rorc}-/-* or littermate *Rorc*^{flox/flox}, *Alb-Cre*⁻ (control) mice were harvested by the two-step collagenase perfusion method (described below) at ZT7 or ZT19.

Collagenase perfusion

Following anesthetization of mice with isoflurane, an intraperitoneal incision was made to expose the portal vein and vena cava. A 24-gauge perfusion needle (BD Nexiva 24 GA IV catheter) was then inserted into the portal vein. Once secured, the vena cava was cut and perfusion of the liver was performed. Perfusion was carried out with, 1) chelating solution (0.5 mM EGTA and 0.05 M Hepes) for 5 min. Flow from the vena cava was intermittently blocked to ensure correct needle insertion. Mice were subsequently switched to, 2) digestion solution (5% fetal calf serum, 1.0 mg/mL of Collagenase D (Roche), 100 µg/mL DNase I (Sigma), 0.1 U/mL Dispase (Worthington), 4.8 mM CaCl₂, and 0.05 M Hepes) for 5 min. Each solution was prepared in Ca/Mg free HBSS (GIBCO) and degassed prior to being administered at a flow rate of 10mL/min from a water bath maintained at 42 °C. Upon digestion, the liver was carefully excised and teased apart atop a 100 µm filter. William's E medium (GIBCO) supplemented with 2% FCS and 2 mM glutaMAX (GIBCO) was then passed over the tissue while swirling the tip of a pipet to further break apart the tissue. Cells were centrifuged at 50 g for 4 min to prevent the collection of dead cells and non-hepatocytes and washed 3x in William's E medium. Cells were resuspended in Trizol (Life Technologies), passed through a 20-gauge needle to create a homogenate and flash frozen to store RNA.

Histological analysis

Paraffin embedded liver was sectioned to 5 µm on glass slides and stained with haematoxylin and eosin (HE) for general histological assessment or with Sirius red (SR; 0,1 % direct red 80, 1,2 % picric acid in water) to evaluate the degree of fibrosis.

HE staining was done at the Institute for Pathology, Medical Faculty, University of Ljubljana. Samples were checked for hepatocyte morphology and viability (apoptosis, mitosis), presence of steatosis, infiltration and localization of immune cells and ductular abnormalities.

For SR staining, samples were deparaffinized by incubating at 70 °C for 10 min and sequential washing in Xylene (2x), 100% ethanol, 95% ethanol, 70% ethanol and water (2x). Glass slides were incubated with SR solution for 1 h and briefly destained in diluted acetic acid (10 mL concentrated acetic acid in 22 mL water). Afterwards, samples were dehydrated sequential washing in 70 % ethanol, 95 % ethanol, 100 % ethanol and Xylene (2x) and fixed with Roti Histokitt II (Carl Roth GmbH + Co. KG, Germany). Stained samples were qualitatively evaluated for the degree of fibrosis (score of 0 to 3, with 0 being absent and 3 being very strong with bridging).

Immunohistochemistry

Paraffin embedded liver was sectioned to 4 µm on glass slides. Samples were deparaffinised and rehydrated, followed by heat-induced epitope retrieval in 0.01 M citrate buffer (pH = 6) for 20 min in a 900 W microwave oven. After cooling, samples were incubated in 3% H₂O₂ in TBS at room temperature (RT) for 10 min to block endogenous peroxidases and in 5% goat serum (G9023, Sigma-Aldrich, St. Louis, MO, USA) for 1h at RT to prevent unspecific antibody binding. To stain cholangiocytes, we used primary rabbit anti-cytokeratin 19 antibodies (LS Bioscience LS-B5801; dilution 1:500) in 1 % goat serum in 0.1% TBST and incubated overnight at 4°C. For detection, we used the DAKO EnVision Detection System (K5007, Agilent Technologies DAKO, Glostrup, Denmark) according to the manufacturer's instructions.

RNA isolation and cDNA synthesis

Total RNA from *Cyp51*^{+/+} and *H^{Cyp51}-/-* mice was isolated using Fuji QuickGene-810 (Fujifilm, Singapore) with the QuickGene Tissue Kit S II according to the manufacturer's instructions from cca. 30 mg of frozen liver tissue. RNEasy Mini Kit (Qiagen) was used in the case of RNA isolation from *H^{Rorc}-/-* and control mice. RNA concentration was measured using NanoDrop 1000 spectrophotometer (Thermo Fischer Scientific, Waltham, MA, USA) and quality was checked with Agilent 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA). Prior to reverse transcription, RNA was subjected to treatment with DNase I (Roche, Basel, Switzerland) to limit DNA contamination. Reverse transcription was done from 2 µg of RNA with Transcriptor Universal cDNA Master (Roche, Basel, Switzerland) according to manufacturer's instructions.

Gene expression analysis by qPCR

Gene expression was measured by quantitative reverse transcription polymerase chain reaction (qRT-PCR) using Roche LightCycler 480 (Roche, Basel, Switzerland). A minimum of 3 samples per group were used and for each sample 3 technical replicas were made. The PCR reaction contained: 0.75 µL of cDNA, 0.6 µL of primer mix (2.5 µM concentration of each primer), 2.5 µL of Sybr Green I Master (Roche, Basel, Switzerland) and 1.15 µL of PCR grade water, to a final volume of 5 µL per reaction. The thermocycling program consisted of: 10 min incubation at 95 °C; 45 cycles of 10 s at 95 °C, 20 s at 60 °C and 20 s at 72 °C. Relative expression was calculated as previously described⁴. *Hmbs* and *Ppib* were chosen as reference genes for normalization by using the NormFinder⁵ and BestKeeper⁶ algorithms. Primer sequences are listed in a separate table (Supplementary Table 8). One-way ANOVA was used for analysing data with only one relevant factor. Two-way ANOVA

was used to evaluate the effects of multiple factors. Holm-Sidak correction for multiple comparisons was used and a p value threshold of 0.05 was used as a measurement of significance.

Protein isolation and Western blot analysis

Total proteins were isolated using lysis buffer (20 mM Tris/HCl pH 7.5, 150 mM NaCl, 1% NP-40, 5 mM EDTA) containing 1 mM PMSF and cOmplete protease inhibitor cocktail (Roche, Basel, Switzerland). Approximately 30 mg of tissue was homogenized in complete lysis buffer and incubated for 2 h at 4°C. Following centrifugation at 12,000 g, 4°C for 15 min, protein concentration was measured using Pierce™ BCA Protein Assay Kit (Thermo Fischer Scientific, Waltham, MA, USA) according to manufacturer's instructions.

Samples were pooled together in equal amounts based on their age, sex and genotype (except for 9-week $H^{Cyp51-/-}$ females, where only 1 sample was obtained) and mixed with NuPAGE® LDS Sample Buffer (Thermo Fischer Scientific, Waltham, MA, USA) at a ratio of 1:3. Samples (10 µg per sample pool) were separated on a 12% SDS-PAGE gel and transferred to a PVDF membrane (Immobilon-P Membranes, Millipore, Billerica, MA, USA). The membrane was blocked using 5% (w/V) non-fat dry milk in PBST (0.1% Tween 20) for 1 h at room temperature. Next followed the incubation with anti-mouse-CYP51 antibodies (self-made rabbit polyclonal antibody against peptide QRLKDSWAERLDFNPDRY; 1:250) and subsequently with peroxidase conjugated goat anti-rabbit antibodies (A0545, Sigma-Aldrich, St. Louis, MO, USA; 1:10000). Visualization was done with SuperSignal™ West Pico Chemiluminescent Substrate (Thermo Fischer Scientific, Waltham, MA, USA) and chemiluminescence recorded using LAS-4000 camera (Fujifilm,

Singapore). To control for protein loading, membranes were stained with Ponceau S solution.

Plasma measurements

Total, HDL and LDL cholesterol, alanine aminotransferase (ALT), aspartate aminotransferase (AST), direct and total bilirubin were analysed by Veterinarska ambulanta BTC (Ljubljana, Slovenia) with Architect ci8200 analyser (Abbott Diagnostics, Abbott Park, IL, USA), >5 samples per group. Concentrations of lipid parameters are given in mmol/L, direct bilirubin in $\mu\text{mol/L}$ and the activity of aminotransferases was measured as $\mu\text{kat/L}$. Two-way ANOVA was used to evaluate the effects of multiple factors (e.g. age and genotype). Holm-Sidak correction for multiple comparisons was used and a p-value threshold of 0.05 was used as a measurement of significance.

Total sterol extraction and GC/MS analysis

Sterols extraction from frozen liver and coupled gas chromatography/mass spectrometry (GC/MS) analysis were conducted as previously described^{7, 8}. A minimum of 3 samples per group were analysed. Sterol amounts are expressed as ng of compound per mg of wet liver tissue. One-way ANOVA was used to analysing the impact of one factor (e.g. genotype) and two-way ANOVA for multiple factors (e.g. age and genotype). Holm-Sidak correction for multiple comparisons was used and a p-value threshold of 0.05 was used as a measurement of significance.

Microarray-based gene expression profiling

We used 30 Affymetrix GeneChip® Mouse Gene 2.0 ST Arrays (Affymetrix, Santa Clara, CA, USA), with 2 chips per group (age-sex-genotype) in the case of control and $H^{Cyp51-/-}$ mice on the wild type background and 3 in the case of runts on the wild

type background. The experiment was performed as previously described³. Briefly, 250 ng of starting RNA with a RIN > 8.0 was reverse transcribed as per manufacturer's instructions. After a 16 h hybridization step at 45°C, arrays were washed and stained on GeneChip Fluidics Station 450 and subsequently scanned on Affymetrix GeneChip Scanner 3000 7G. Image analysis and quality check were done using Affymetrix Expression Console™ version 1.3.

Quality check and gene expression analysis were done using R and Bioconductor packages. Quality control and RMA-based normalization of gene expression data were performed using xps package⁹. Raw (CEL) as well as normalized data were deposited to GEO under accession number GSE78892. Package limma¹⁰ was used to infer differential expression of genes and enrichment of gene sets using three predictor variables (age, sex and genotype) and their interactions (age x genotype, age x sex, sex x genotype). Gene sets were constructed using KEGG pathways¹¹ and TRANSFAC database¹². Sets containing over 5 elements were tested for enrichment using the PGSEA package¹³. In the case of transcription factor enrichment, factors were merged based on their ID irrespective of their binding sites. For RORC and RORA, target genes were updated based on the literature¹⁴⁻¹⁶ (RORalpha – original gene set based on TRANSFAC; Rora – updated gene set). False discovery rate (FDR) was used to account for multiple hypothesis testing. Significance level $\alpha = 0.05$ was used to control the rate of Type I error for the differential gene expression as well as for the pathway enrichment. The network diagram (Supplementary Fig. 3) was created using Cytoscape program¹⁷ and ClueGo plugin¹⁸. Analysis of KEGG pathways with kappa score set to 0.2. Gene set enrichment on the proposed RORC target genes was conducted using the FIDEA tool¹⁹. The Interactome tool^{20, 21} was used on selected up- or downregulated

enriched transcription factors to evaluate their interaction and identify central nodes of regulation.

Library construction and sequencing

RNASeq libraries were prepared using the Illumina TruSeq Stranded Total RNA library prep, with Ribozero Gold, starting from 500 ng of total RNA, following the manufacturer's protocol, with the exception that 13 cycles of PCR were performed to amplify the libraries, to keep the duplication rate lower than with the recommended 15 cycles. The amplified libraries were purified using AMPure beads, quantified by Qubit and QPCR, and visualized in an Agilent Bioanalyzer. The libraries were pooled equimolarly, and loaded at 8 pM, on high output HiSeq 2500 flow cells, using v4 reagents, as paired 50 nucleotide reads. Libraries were pooled and distributed uniformly across 3 lanes in order to generate 60-80 million reads per sample.

RNA-Seq Analysis

RNA-seq alignments were performed using STAR (v2.4.2a modified)²². Alignments were filtered to remove those having a quality score less than 30; subsequently reads mapping to exons were counted using featureCounts (v1.4.6)²³ and summarized by gene. TDF views (IGV v2.3.32)²⁴ were generated from the quality filtered alignments. The UCSC genes annotation (May 23, 2014)²⁵, and primary assembly (Dec. 2011 GRCm38/mm10)²⁶, for mm10 were obtained from iGenomes (https://support.illumina.com/sequencing/sequencing_software/igenome.html), and were used respectively as annotation and reference genome. Where parameters are not explicitly stated below, defaults of the specified software versions were applied. DESeq2²⁷ for R was used to normalize the counts and infer gene differential expression.

PARAMETERS:

STAR

```
--outFilterType BySJout  
--outFilterMultimapNmax 20  
--alignSJoverhangMin 8  
--alignSJDBoverhangMin 1  
--outFilterMismatchNmax 999  
--outFilterMismatchNoverLmax 0.04  
--alignIntronMin 20  
--alignIntronMax 1000000  
--alignMatesGapMax 1000000  
featureCounts  
-t exon  
-g gene_id
```

Supplementary references

1. Keber, R. et al. Mouse knockout of the cholesterologenic cytochrome P450 lanosterol 14 α -demethylase (Cyp51) resembles Antley-Bixler syndrome. *J Biol Chem* **286**, 29086-29097 (2011).
2. Lewinska, M. et al. Hidden disease susceptibility and sexual dimorphism in the heterozygous knockout of cyp51 from cholesterol synthesis. *PLoS One* **9**, e112787 (2014).
3. Lorbek, G. et al. Lessons from hepatocyte-specific cyp51 knockout mice: impaired cholesterol synthesis leads to oval cell-driven liver injury. *Sci Rep* **5**, 8777 (2015).
4. Vandesompele, J. et al. Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. *Genome Biol* **3**, RESEARCH0034 (2002).
5. Andersen, C.L., Jensen, J.L. & Orntoft, T.F. Normalization of real-time quantitative reverse transcription-PCR data: a model-based variance estimation approach to identify genes suited for normalization, applied to bladder and colon cancer data sets. *Cancer Res* **64**, 5245-5250 (2004).
6. Pfaffl, M.W., Tichopad, A., Prgomet, C. & Neuvians, T.P. Determination of stable housekeeping genes, differentially regulated target genes and sample integrity: BestKeeper--Excel-based tool using pair-wise correlations. *Biotechnol Lett* **26**, 509-515 (2004).
7. Lorbek, G., Perse, M., Horvat, S., Bjorkhem, I. & Rozman, D. Sex differences in the hepatic cholesterol sensing mechanisms in mice. *Molecules* **18**, 11067-11085 (2013).

8. Acimovic, J. et al. Combined gas chromatographic/mass spectrometric analysis of cholesterol precursors and plant sterols in cultured cells. *J Chromatogr B Analyt Technol Biomed Life Sci* **877**, 2081-2086 (2009).
9. Stratowa, C., Edn. R package version 1.30.0 (
10. Smyth, G.K. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. *Stat Appl Genet Mol Biol* **3**, Article3 (2004).
11. Kanehisa, M. & Goto, S. KEGG: kyoto encyclopedia of genes and genomes. *Nucleic Acids Res* **28**, 27-30 (2000).
12. Matys, V. et al. TRANSFAC and its module TRANSCompel: transcriptional gene regulation in eukaryotes. *Nucleic Acids Res* **34**, D108-110 (2006).
13. Furge, K. & Dykema, K., Edn. R package version 1.44.0 (
14. Takeda, Y., Jothi, R., Birault, V. & Jetten, A.M. RORgamma directly regulates the circadian expression of clock genes and downstream targets in vivo. *Nucleic Acids Res* **40**, 8519-8535 (2012).
15. Takeda, Y. et al. Retinoic acid-related orphan receptor gamma (RORgamma): a novel participant in the diurnal regulation of hepatic gluconeogenesis and insulin sensitivity. *PLoS Genet* **10**, e1004331 (2014).
16. Takeda, Y. et al. Retinoid acid-related orphan receptor gamma, RORgamma, participates in diurnal transcriptional regulation of lipid metabolic genes. *Nucleic Acids Res* **42**, 10448-10459 (2014).
17. Shannon, P. et al. Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res* **13**, 2498-2504 (2003).

18. Bindea, G. et al. ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. *Bioinformatics* **25**, 1091-1093 (2009).
19. D'Andrea, D., Grassi, L., Mazzapioda, M. & Tramontano, A. FIDEA: a server for the functional interpretation of differential expression analysis. *Nucleic Acids Res* **41**, W84-88 (2013).
20. Nepf, S. et al. Circuitry and dynamics of human transcription factor regulatory networks. *Cell* **150**, 1274-1286 (2012).
21. Stergachis, A.B. et al. Conservation of trans-acting circuitry during mammalian regulatory evolution. *Nature* **515**, 365-370 (2014).
22. Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21 (2013).
23. Liao, Y., Smyth, G.K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923-930 (2014).
24. Robinson, J.T. et al. Integrative genomics viewer. *Nature biotechnology* **29**, 24-26 (2011).
25. Meyer, L.R. et al. The UCSC Genome Browser database: extensions and updates 2013. *Nucleic Acids Res* **41**, D64-69 (2013).
26. Mouse Genome Sequencing, C. et al. Initial sequencing and comparative analysis of the mouse genome. *Nature* **420**, 520-562 (2002).
27. Love, M.I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).

Supplementary Table 1: The number of mice based on sex and genotype, with number of runs per group shown in brackets and percentage of runs per group in bold.

	**Genotype**						
**Gender**	<i>Cyp51^{+/+}</i>	<i>Cyp51^{+/-}</i>	**Controls**	<i>Cyp51^{+/+}</i><br>H _{<i>Cyp51^{-/-}</i>}	<i>Cyp51^{+/-}</i><br>H _{<i>Cyp51^{-/-}</i>}	H _{<i>Cyp51^{-/-}</i>}	
Female	101 (0)<br>0 %	83 (0)<br>0 %	**184 (0)**<br>**0 %**	79 (6)<br>5 %	74 (9)<br>3 %	**153 (15)**<br>**10 %**	
Male	97 (0)<br>0 %	79 (0)<br>0 %	**176 (0)**<br>**0 %**	99 (16)<br>15 %	92 (15)<br>11 %	**191 (31)**<br>**16 %**	
Total	198 (0)<br>0 %	162 (0)<br>0 %	**360 (0)**<br>**0 %**	178 (25)<br>14 %	166 (24)<br>14 %	**344 (46)**<br>**13 %**	**704**<br>**(46)**<br>**7 %**

Supplementary Table 2: A list of differentially expressed genes with the corresponding log-fold change (logFC) and adjusted p-values comparing $H^{Cyp51^{-/-}}$ and control mice on the $Cyp51^{+/+}$ background by genotype or by sex at 3, 6 and 19 weeks of age. Runt mice are compared to 6-week $Cyp51^{+/+}$ mice. $H^{Rorc^{-/-}}$ mice were compared with controls based on genotype or based on the isolation time (ZT7=day; ZT19=night). An empty list signifies that no differentially expressed genes were found for the selected comparison.

Supplementary Table 3: A list of enriched KEGG pathways with the corresponding logFC and adjusted p-values comparing $H^{Cyp51^{-/-}}$ and control mice on the $Cyp51^{+/+}$ background by genotype or by sex at 3, 6 and 19 weeks of age. Runt mice were compared to 6-week $Cyp51^{+/+}$ mice. $H^{Rorc^{-/-}}$ mice are compared with controls based on genotype or based on the isolation time (ZT7=day; ZT19=night). An empty list signifies that no enriched pathways were found for the selected comparison.

Supplementary Table 4: A list of enriched transcription factors with the corresponding logFC and adjusted p-values comparing $H^{Cyp51^{-/-}}$ and control mice on the $Cyp51^{+/+}$ background by genotype or by sex at 3, 6 and 19 weeks of age. Runt mice were compared to 6-week $Cyp51^{+/+}$ mice. $H^{Rorc^{-/-}}$ mice are compared with controls based on genotype or based on the isolation time (ZT7=day; ZT19=night). An empty list signifies that no enriched transcription factors were found for the selected comparison.

Supplementary Table 5: Overlapping differentially expressed genes ($p < 0.05$) for comparisons A-H based on Figure 8 with appropriate fold-change values.

Supplementary Table 6: KEGG pathway enrichment for 49 RORC target genes that were also DE in H^{Cyp51-/-} runs.

ID_CATEGORY	NAME_CATEGORY	ADJUSTED_PVALUE	FOLD_ENRICHMENT	# DE GENES
mmu01100	Metabolic pathways	2.06E-04	3.15	15
mmu00260	Glycine, serine and threonine metabolism	4.88E-03	19.58	3
mmu00270	Cysteine and methionine metabolism	6.22E-02	14.18	2
mmu04672	Intestinal immune network for IgA production	6.94E-02	11.54	2

Supplementary Table 7: Gene ontology (GO) biological process enrichment for 49

RORC target genes that were also DE in H^{Cyp51-/-} runts.

ID_CATEGORY	NAME_CATEGORY	#DE<br>GENES	FOLD_ENRICHMENT	ADJUSTED_PVALUE
GO:0009069	serine family amino acid metabolic process	3	33.47	3.42E-02
GO:0006565	L-serine catabolic process	2	215.73	3.42E-02
GO:0006082	organic acid metabolic process	9	5.17	3.42E-02
GO:0009063	cellular amino acid catabolic process	4	19.61	3.42E-02
GO:0046335	ethanolamine biosynthetic process	2	129.44	3.42E-02
GO:0042866	pyruvate biosynthetic process	2	129.44	3.42E-02
GO:0006646	phosphatidylethanolamine biosynthetic process	2	129.44	3.42E-02
GO:0006580	ethanolamine metabolic process	2	107.86	4.37E-02
GO:0043436	oxoacid metabolic process	8	4.72	4.64E-02
GO:0006563	L-serine metabolic process	2	80.9	4.64E-02
GO:1901162	primary amino compound biosynthetic process	2	80.9	4.64E-02
GO:0044281	small molecule metabolic process	13	3.01	4.64E-02
GO:0046337	phosphatidylethanolamine metabolic process	2	92.45	4.64E-02
GO:0019752	carboxylic acid metabolic process	8	4.72	4.64E-02
GO:0042180	cellular ketone metabolic process	8	4.56	5.09E-02
GO:0006520	cellular amino acid metabolic process	5	8.25	5.18E-02
GO:0051917	regulation of fibrinolysis	2	64.72	6.12E-02
GO:0046395	carboxylic acid catabolic process	4	10.7	6.86E-02
GO:0016054	organic acid catabolic process	4	10.7	6.86E-02
GO:0009070	serine family amino acid biosynthetic process	2	53.93	7.59E-02
GO:0009071	serine family amino acid catabolic process	2	46.23	9.93E-02

Supplementary Table 8: A list of used RT-qPCR primers and their respective sequences.

Gene name	Sequence	
	Sense	Antisense
<i>Hmbs</i>	TCCCTGAAGGATGTGCCTA	AAGGGTTTTCCCGTTTGC
<i>Ppib</i>	GGAGATGGCACAGGAGGAAA	CGTAGTGCTTCAGTTTGAAGTTCT
<i>Cyp51</i>	ACGCTGCCTGGCTATTGC	TTGATCTCTCGATGGGCTCTATC
<i>Rora</i>	TTACGTGTGAAGGCTGCAAG	GGAGTAGGTGGCATTGCTCT
<i>Rorc</i>	ACCTCTTTTCACGGGAGCA	TCCCACATCTCCCACATTG
<i>Avpr1a</i>	GGGATACCAATTTTCGTTTGG	AAGCCAGTAACGCCGTGAT
<i>Lipc</i>	ACAAGGCGTGGAACAGA	TGGCTTCTTTAATGGCTTGC

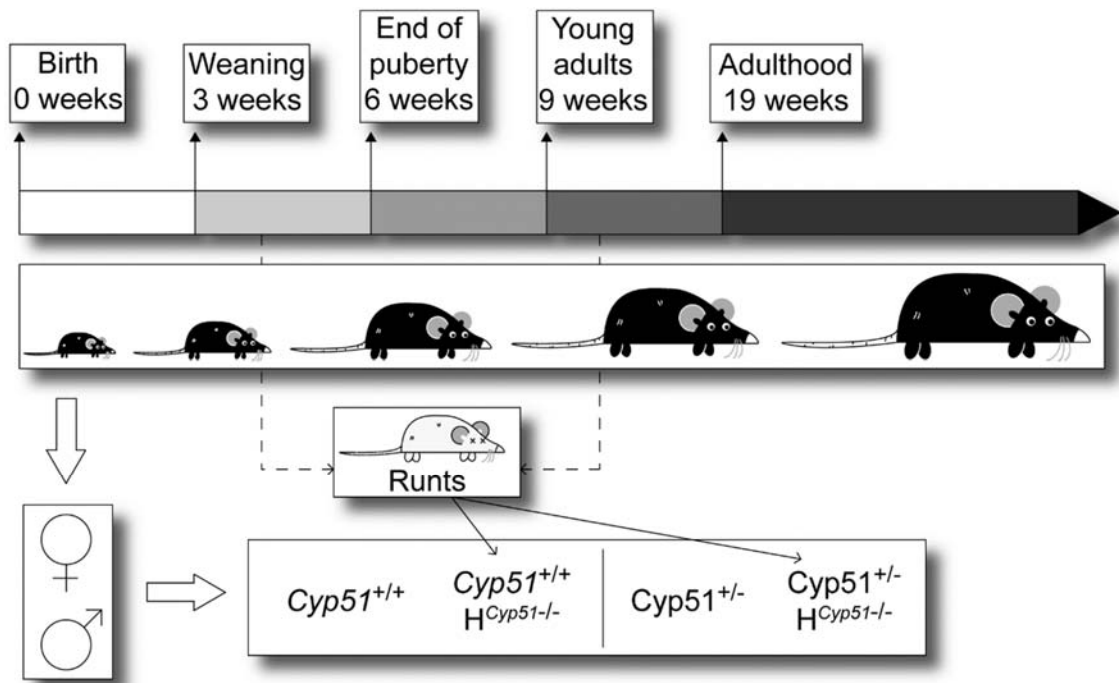

Supplementary Figure 1: Schematic representation of the experimental design.

Mice of both sexes and the four genotypes were euthanized at the designated time points (0, 3, 6, 9 and 19 weeks). Runt mice were present only in the *Cyp51* knockout group, regardless of the *Cyp51* background. They appeared at 4–10 weeks of age and died or were euthanized at reasonably/humanely set time points.

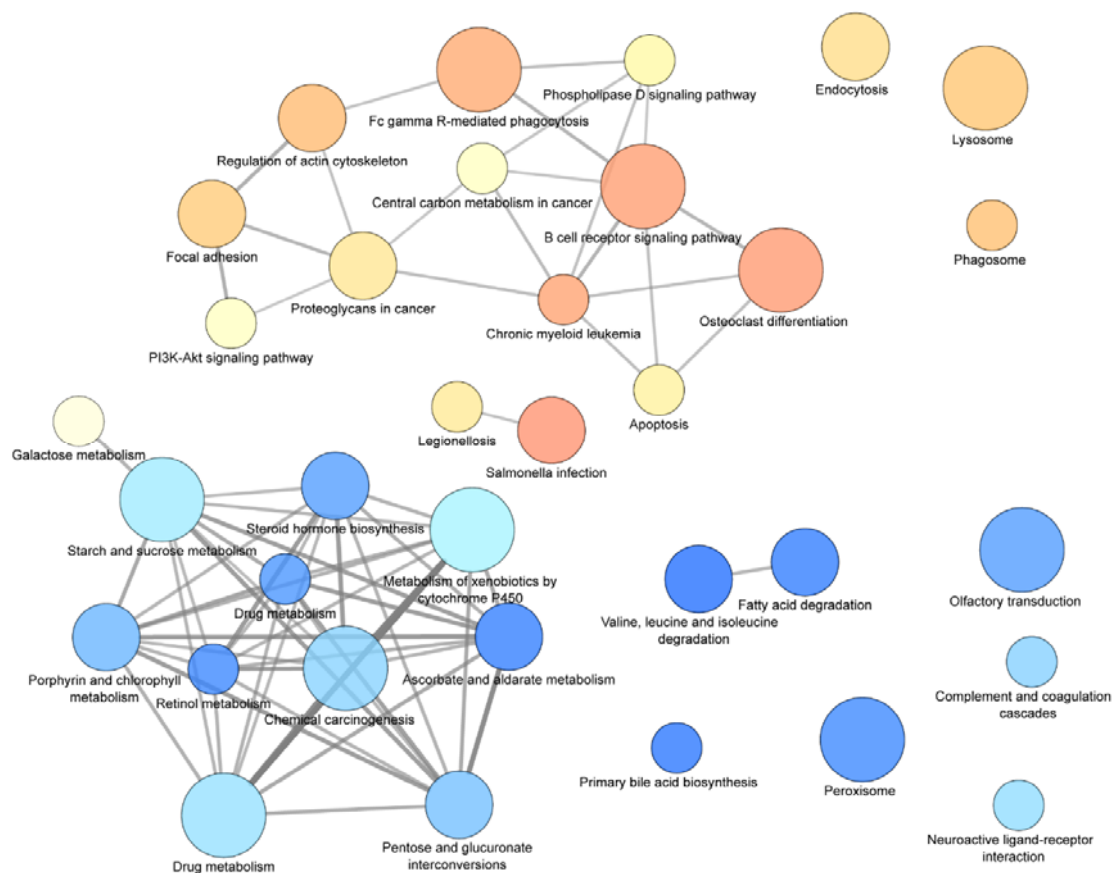

Supplementary Figure 2: Network of related KEGG pathways in $H^{Cyp51-/-}$ runts.

KEGG pathway enrichment was done using Cytoscape and ClueGO plugin as described in the supplementary methods section. Orange colour depicts upregulated pathways, blue downregulated. Circle size correlates with the significance level ($p < 0.05$ in all nodes). Colour intensity correlates to the overlap between the listed DE genes and the genes in a given pathway. Line width correlates with the degree of connectivity between the corresponding terms.

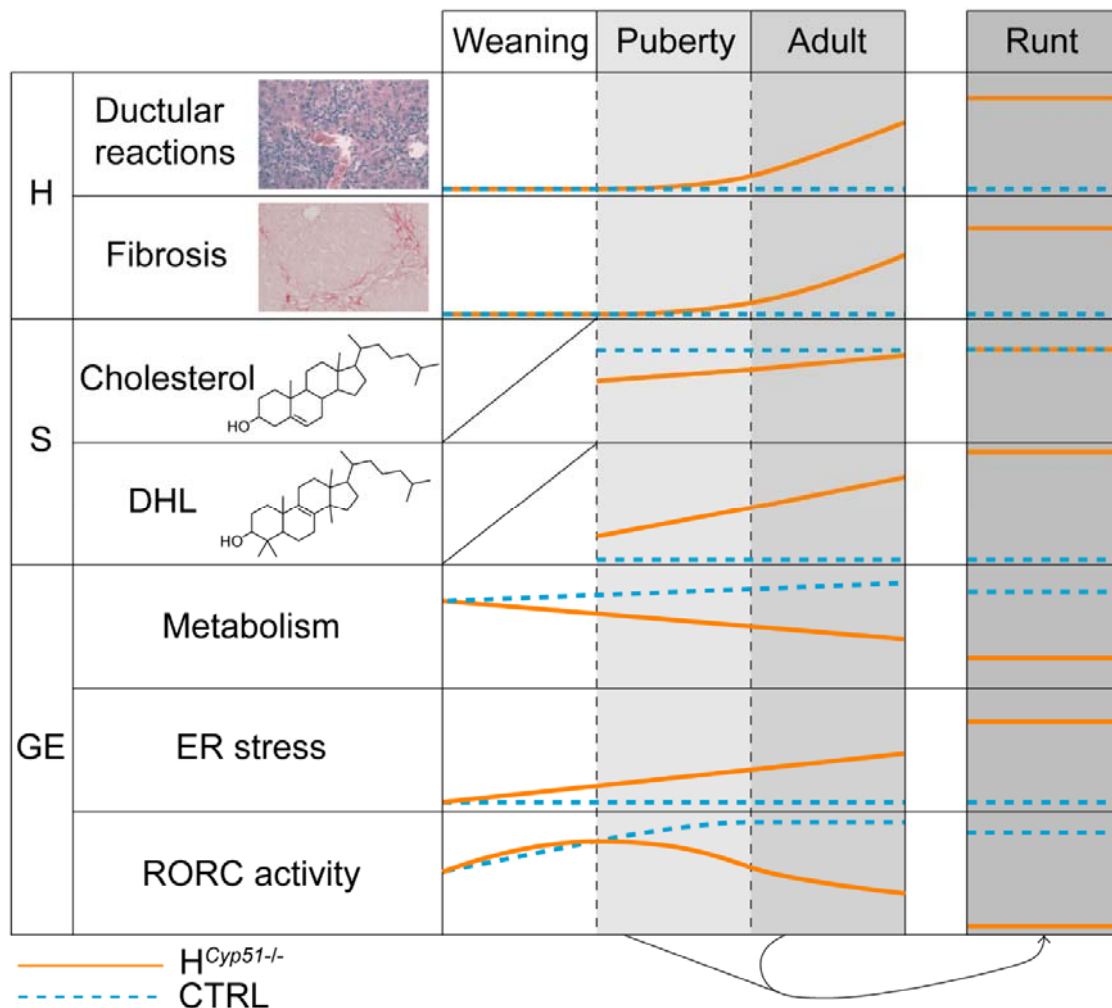

Supplementary Figure 3: Overview of the effects of hepatocyte *Cyp51* disruption on liver development. Schematic representation of the progressive changes observed during the development of the $H^{Cyp51-/-}$ mice (orange lines) in comparison with controls (blue dashed lines). H, histological features; S, liver sterol concentrations; GE, changes in gene expression.

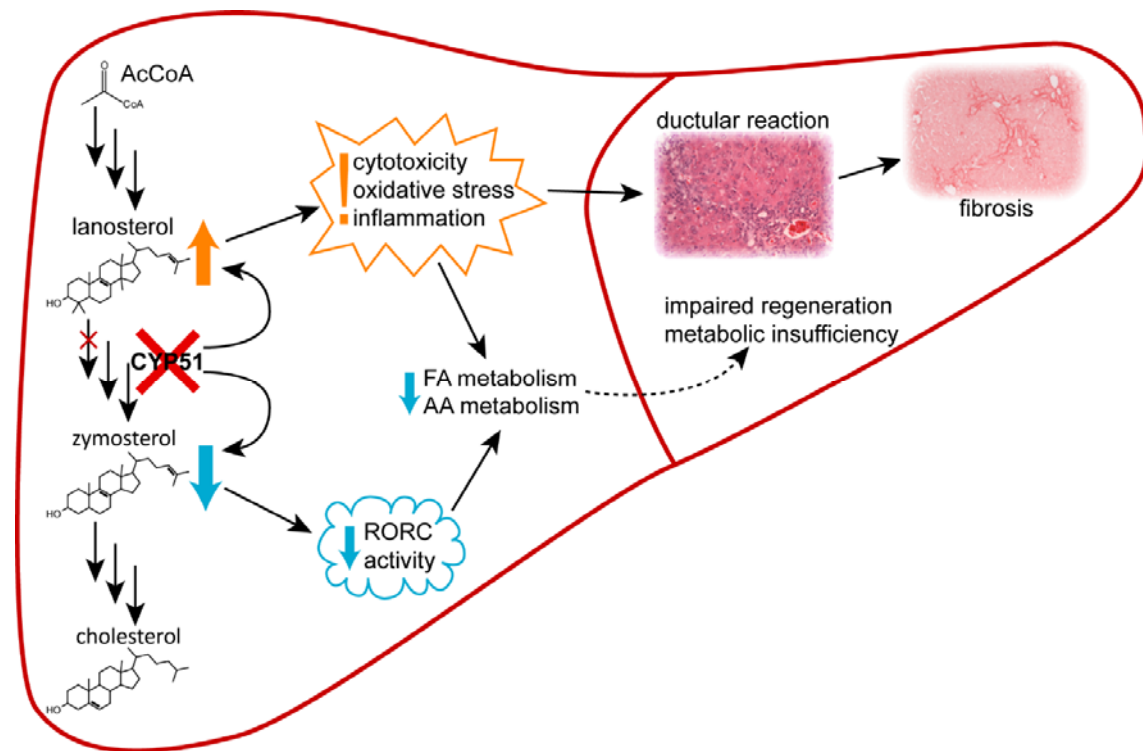

Supplementary Figure 4: The impact of *Cyp51* disruption on liver homeostasis.

Shown is the proposed mechanism of disease development in *H^{Cyp51}^{-/-}* mice and the interaction between cholesterol synthesis and RORC pathways. AA – amino acid; FA – fatty acid.

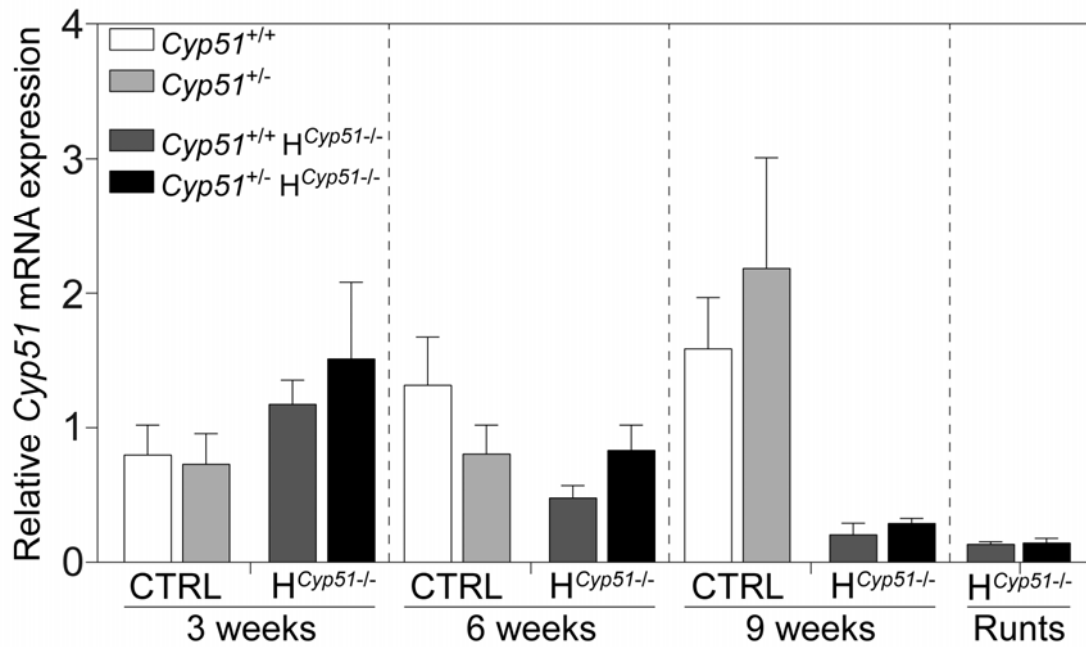

Supplementary Figure 5: The impact of *Cyp51* background on hepatic *Cyp51* gene expression. A comparison of the relative *Cyp51* expression between control, H^{*Cyp51*^{-/-}} and runt mice on the wild type (*Cyp51*^{+/+}) and heterozygous (*Cyp51*^{+/-}) background at different ages ($n \geq 4$). Columns depict means and error bars represent SEM.

How the deposited data were processed for this re-analysis (not part of the article)

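RNA of whole liver was measured on 30 Affymetrix Mouse Gene 2.0 ST arrays, 1 mouse per array. They hold 12 control and 12 H Cyp51*-/- mice in 6 groups each, by sex and an age of 3, 6 or 19 weeks (2 mice per group), and 6 runts, 3 of each sex. The runts were 5 to 7 weeks old and were set against the 6-week mice, as in the paper. The authors prepared RNA from whole liver, did the quality control and RMA normalization (background correction, quantile normalization of the probes and a summary per probe set) with the R package xps (version 1.30.0 in the reference given for it), and deposited the result as log2 values, which were used as they stand. The value table has 41801 entries, of which 12606 hold no value in any array, for a reason the files do not state, and the other 29195 hold a value in all 30 arrays and were all tested. Values run from 0.924 to 14.2 with a median of 5.54 per array (median over arrays), and any pair of arrays correlated at 0.946 to 0.992.

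Genes were assigned from the annotation of the probe sets. Of the 29195, 22360 carry 1 gene symbol (21423 genes), 1013 carry several and 5822 are not listed. For 830 genes with several probe sets, the calls of these were opposite for 5 genes in runts and 1 at 19 weeks, and 311 and 142 genes were called by some of their probe sets only. A gene value is that of the probe set with the highest mean. No probe set with the symbol *Rorc* is listed.

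Differential expression was computed with limma 3.58.1 in R 4.3.3 on all 30 arrays, with 1 mean per group of age, genotype or runt, and sex (14 means, 16 residual degrees of freedom, 4.764 prior degrees of freedom, eBayes with default settings). Knockout and runt effects were averages over the sexes with equal weight, and effects within a sex, differences between the sexes and the differences of these differences came from the same fit. p values were adjusted by Benjamini and Hochberg over all probe sets within a comparison, and a probe set was called changed at an adjusted p under 0.05 with no minimum fold. Fold changes of all probe sets held from Supplementary Table 2, whose parts hold at most 1998 probe sets, were checked against these values and differed by less than 0.001. The supplementary methods name the interactions of age by genotype, age by sex and sex by genotype. A model with these pairwise interactions only does not give the fold changes between the sexes in that table (within 0.001 for 0 of 96 probe sets in 6-week controls and 2 of 305 in 19-week H Cyp51*-/- mice), and the group means were kept. The genes named in the text were chosen by a rule. They are those the paper names, the 8 largest in each direction for runts and for 19 weeks among called probe sets with 1 symbol and no overlap between the groups, the called genes where few were called, the 3 largest in each direction within a sex or between the sexes, the 5 largest in each direction for the difference of the knockout effect between the sexes at 19 weeks, and of each gene list the members with the smallest adjusted p. Values in the tables of the paper had been seen when the rule was written.

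Gene groups were tested on 41 lists of liver metabolism, stress responses, cell types, sex-biased and clock genes, each with its result at a claim, and on the transcription factor target lists printed in Supplementary Table 4 (203 lists, of which 194 have at least 5 measured members). These are lists the study found enriched, so lists without enrichment in any of its comparisons are missing. A list was scored per mouse as the mean of its members minus the mean of all probe sets of the array, tested with the same limma model and adjusted over the lists of its family. camera with a preset correlation of 0.01 and with an estimated correlation, and fry, were run beside it. camera compares a list with all other genes, and fry asks whether the genes of a list move 1 way. The KEGG sets of the paper were not available and were not tested, and the package PGSEA was not available, so that a z score of its type was computed. The lists of *Rorc* knockout genes and of RORC-bound genes were taken from the tables of the paper, and their chance level came from the share of all genes that changed and, for the knockout genes after the data had been seen, from 10000 random lists matched on mean expression. The bound genes and the target lists were set against 10000 such lists from the start. Exact permutation tests were used for single values per mouse.

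The alternatives were quantile normalization and median centring of the deposited values, the dimmest 40% of probe sets left out, only probe sets with 1 symbol, a model with pairwise interactions only, array weights, eBayes with trend and robust, only the arrays of the groups compared, the replicate number as a block, a clock score as a covariate, runts and controls without a sex term, each array left out in turn, and for lists the other tests, the mean of all probe sets of a gene and the ROR lists without sex-biased and clock members. An acinar score as a covariate, males without the 3 arrays that hold acinar RNA, scores relative to the mean of all genes, and the *Rorc* gene counts in males only were added after the data had been seen. The supplementary methods state that the mice were killed between 7:30 and 13:30, and the time of each mouse is not recorded. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

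The number of mice limits the precision. The procedure was tested on simulated data, with independent normal noise of the size fitted to each probe set and known shifts added to some of them. With 4 against 4 mice a shift of 0.5 on the log2 scale was found for 37.3% of probe sets and a shift of 1 for 97.0%. With 2 against 2 mice the shares were 14.9% and 76.1%, and a shift of 2 was found for 100% of them. With the group sizes of the runts the shares were 61.2% for a shift of 0.5 and 97.0% for a shift of 1. In runs of 29195 probe sets, shifted ones included, between 9 and 11 of those without a shift were called. A shift of 0.25 in the RORC list was called in 28 of 50 simulated sets, a shift of 0.5 in 50 of 50 and a shift of 0 in 0 of 50, in data where the genes of a list were not correlated.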

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

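The comparisons of acinar RNA between mice of 1 group and the test of feeding were chosen only after the result was seen.

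RNA of pancreatic acinar genes appeared in 3 of the 8 arrays at 19 weeks, both control females and H Cyp51*-/- male 1, a signal that the text of the paper does not mention. The acinar list of H Cyp51*-/- male 1 had a score of 1.50 against −1.18 and −1.21 in the control males, the mean over the 3 arrays was 1.98 against −1.18 in the other 27, and 18 of 20 genes lay above all other 19-week arrays, the brightest being *Ctrb1* at 11.24 and *Ctrl* at 10.00 (0 of the 20 genes is in another list, and the brightest of them in the other 27 arrays was *Cela1* at 6.23). A difference of genotype or sex is argued against for the males, whose 2 H Cyp51*-/- mice differed by 2.73, and cannot be told apart from other explanations for the control females, which differed by 0.57 and are the whole group. Pancreas tissue carried over into the liver samples is a candidate explanation that stays open, since the median difference of pancreas genes outside the list was 0.17, under the bound of 0.5 set against it beforehand, but that bound was wrong because the genes left for the test were few and mostly at the floor (*Ins2* −0.01, *Gcg* 0.09 and *Iapp* 0.17 from islets, *Spink1* 0.66 and *Cuzd1* 1.45), while *Sycn*, *Rnase1*, *Gp2* and *Klk1*, named for it, were already on the list and *Ins1* has no probe set. Expression of these genes by liver cells themselves was not tested and stays open too.

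Genes of fatty acid and triglyceride synthesis fell in 19-week H Cyp51*-/- females and rose in males, a difference between the sexes of −1.53 (SE 0.28, limma adjusted p = 5.0e-04), with −1.67 to −1.39 when 1 array was left out. The time of day at which the mice were killed is argued against as the whole cause, since the difference was −1.52 (SE 0.31, adjusted p = 0.0014) with a clock score as a covariate. Carry-over of pancreas cannot be told apart from sex and genotype, since with the acinar score as a covariate the difference was −1.29 (SE 0.57, adjusted p = 0.72), the call ending because the spread grew with a covariate that follows the same arrays. Different feeding would move gluconeogenesis and glycogen metabolism the other way, whereas that list differed by −0.64 (limma adjusted p = 0.0084, adjusted p = 0.086 with an estimated correlation, the call being lost without control female 1, control male 1 or H Cyp51*-/- female 1), but feeding may still play a part and stays open because its genes *G6pc* (−2.71) and *Pck1* (0.54) went opposite ways, neither past the test. Sex of the mice is the explanation the design names and was not tested apart from these, and with pairwise interactions only the difference was −0.51 (adjusted p = 0.36).

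Of 43 sets of 4 to 10 arrays examined for 1 array far from the others, 2 held one, where chance gives about 1 in 20, here 2.15. The NRF2 target list had 2.27 in H Cyp51*-/- male 2 at 6 weeks, below the other 3 H Cyp51*-/- mice of that age, and *Cyp51* had 9.20 in control female 2 at 19 weeks, below the other 3 controls at 9.31, 9.32 and 9.32.

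The effect of the knockout differed between the sexes at 6 weeks in 2 probe sets, *A1bg* (5.09) and *Arrdc3* (−2.73), named after their values were seen, and in 1 list, female-biased liver genes (1.54, limma adjusted p = 0.0039, and −0.15 with pairwise interactions only). At 19 weeks it differed in 82 probe sets (14 with a higher effect in females), 6 gene lists and 6 transcription factor lists. The pancreatic acinar genes differed by −4.60 (limma adjusted p = 5.6e-05), and besides these and the lists above there were SREBP2 targets outside the pathway (−0.67, limma adjusted p = 0.016, adjusted p = 0.067 with an estimated correlation), valine, leucine and isoleucine degradation (−0.40, limma adjusted p = 0.035, adjusted p = 0.13 with an estimated correlation) and female-biased liver genes (−1.82, limma adjusted p = 2.8e-04), and the Rora list differed by −0.49 (limma adjusted p = 0.036, adjusted p = 0.11 with an estimated correlation). The call for SREBP2 targets was lost without control female 1, control male 2, H Cyp51*-/- female 2 or H Cyp51*-/- male 2 (limma adjusted p = 0.051 to 0.077), and that for valine, leucine and isoleucine degradation without any 1 array except control female 2 or H Cyp51*-/- female 2. With an estimated correlation 3 of the 6 gene lists and 0 of the 6 transcription factor lists were called. With pairwise interactions only, 0 of the 82 probe sets (limma, 2285 at an unadjusted p under 0.05) and 0 of the 6 gene lists are called, that model holding 1 such difference for all ages. The effect of being a runt differed between the sexes in 8 probe sets (5 with a higher effect in females), 1 gene list, hepatic stellate cell markers (−0.59, limma adjusted p = 0.014, adjusted p = 0.061 with an estimated correlation), and 1 transcription factor list, also not called with an estimated correlation. The 8 became 0 without control female 1, control female 2 or control male 1 of 6 weeks (limma, 2114, 2381 and 2499 unadjusted), and the stellate cell list lost its call without each of the same 3.

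The effect of the knockout differed between 3 and 6 weeks in 1 probe set, *Cib3* (2.29), which was lost without any 1 of control female 1, H Cyp51*-/- female 1, H Cyp51*-/- female 2 of 3 weeks or any 6-week array except H Cyp51*-/- male 1 (limma, 2174 to 2736 unadjusted). Between 6 and 19 weeks it differed in 916 probe sets (584 with a higher effect at 19 weeks), 12 gene lists and 54 transcription factor lists, among these HNF-4alpha (−0.21, limma adjusted p = 0.0089), NF-Y (0.44, limma adjusted p = 2.8e-04) and Rorc (−0.72, limma adjusted p = 2.8e-04). With an estimated correlation 4 of the 12 and 0 of the 54 were called (adjusted p = 0.30 for HNF-4alpha, 0.088 for NF-Y and 0.13 for Rorc). The effect of being a runt differed from that of the knockout at 19 weeks in 1522 probe sets (849 higher in runts), 19 gene lists and 51 transcription factor lists, among these HNF-4alpha (−0.17, limma adjusted p = 0.031), NF-Y (−0.20, limma adjusted p = 0.034), Nrf2 (0.26, limma adjusted p = 0.0083) and Rora (−0.29, limma adjusted p = 0.024). With an estimated correlation 1 of the 19 and 0 of the 51 were called (adjusted p = 0.28 for HNF-4alpha, 0.36 for NF-Y, 0.54 for Nrf2 and 0.51 for Rora).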

How the results depend on the processing

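The acinar score covariate, the fit of males without the 3 acinar arrays, the scores relative to the gene mean and the *Rorc* gene counts in males only were chosen only after the data were seen. Among the results that kept their side of the threshold with 1 array left out were the count in runts (6790 to 8476), that at 19 weeks (2030 to 2638), that of runts against 6-week H Cyp51*-/- mice (6114 to 7337), the lists changed in runts (28 to 30) and at 19 weeks (23 to 25), the RORC targets in runts (−0.73 to −0.60) and at 19 weeks (−0.56 to −0.38) and the RORA targets in runts (−0.44 to −0.38). The mean of all probe sets of a gene, the fit of runts without a sex term and the counts in males only moved none of the main results. The scores of the PGSEA type ended the calls for the NF-YB targets (adjusted p = 0.22) and cytochrome P450s (adjusted p = 0.093) between the sexes of runts, the bile acid transporters in runts (adjusted p = 0.097) and the male-biased genes in 19-week males (adjusted p = 0.093). Between the sexes of runts, scores relative to the gene mean and quantile normalization called the catabolism of other amino acids and valine, leucine and isoleucine degradation. For each change below the cause was not tested, except where fewer arrays or genes enter by construction.

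With quantile normalization, 2 probe sets changed in 6-week males and 163 differed between the sexes of 6-week controls, and *Casp12* between the sexes of runts (−1.20, adjusted p = 0.053) and the difference between the sexes in the effect on the RORA targets at 19 weeks (−0.47, adjusted p = 0.053) were no longer called. With median centring 107 changed in 6-week females (87.9% up, against 65.6%). With the dimmest 40% left out, fewer being tested, 1 changed at 3 weeks, 3 in 3-week females and 145 in 6-week females, and 242, 469 and 138 differed between the sexes of 6-week controls, 19-week H Cyp51*-/- mice and runts. With only probe sets of 1 symbol 1 changed at 3 weeks. With pairwise interactions only, 1 changed at 3 weeks, 4 at 6 weeks, 3 in 3-week females, 4 in 6-week females and 1571 in 19-week males, and 20, 5 and 98 differed between the sexes of 6-week controls, 6-week H Cyp51*-/- and 19-week control mice. The 82 sex by genotype differences at 19 weeks became 0 (limma, 2285 unadjusted), the RORA targets had −0.19 in 19-week females (adjusted p = 0.073), −0.040 in males, a reversed sign, and −0.15 for the difference (adjusted p = 0.93), the acinar list reversed to −0.19 in 19-week males, and the difference between the sexes for female-biased liver genes at 6 weeks reversed to −0.15 (adjusted p = 0.82). With array weights, 268 changed in 6-week females and 0 in 6-week males (limma, 2038 unadjusted), and 203 and 15 differed between the sexes of 6-week controls and runts. With eBayes trend and robust, 1 changed at 3 weeks, 104 in 6-week females and 0 in 6-week males (limma, 2150 unadjusted), and 182 and 71 differed between the sexes of 6-week controls and runts.

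With only the arrays compared, which leaves fewer arrays for the spread, 0 changed at 3 weeks (limma, 1457 unadjusted), 0 in 3-week females (2213 unadjusted), 1 at 6 weeks, 6 in 6-week females, 0 in 6-week males (1825 unadjusted), 1829 at 19 weeks, 633 in 19-week females and 266 in 19-week males. The sexes differed in 5, 11, 82, 64 and 6 probe sets in 3-week control, 6-week control, 19-week control, 19-week H Cyp51*-/- and runt mice, 15 passed for sex by genotype at 19 weeks, runts and 19 weeks shared 1416, and 4 genes shared the direction of the *Rorc* knockout at 19 weeks. The calls of *Cyp51* at 6 weeks (−1.47, adjusted p = 0.26), *Casp12* (−1.29, adjusted p = 0.34), the RORC targets in 19-week males (−0.33, adjusted p = 0.071), the RORA targets in 19-week females (−0.36, adjusted p = 0.096) and their difference between the sexes (−0.49, adjusted p = 0.35) were lost. The replicate numbers do not pair the mice, since residuals of like number correlated at −0.077 to 0.137 in 18 pairs of groups. With the replicate block, 0 changed at 3 weeks (limma, 1437 unadjusted), 2 in 3-week females and 3 in 6-week males, and the RORA difference was −0.49 (adjusted p = 0.051). With the clock score covariate, 7 changed at 6 weeks, 3 in 3-week females, 29 in 6-week females and 0 in 6-week males (limma, 1768 unadjusted), and 6, 82 and 12 differed between the sexes of 6-week control, 19-week H Cyp51*-/- and runt mice, while between the sexes of 6-week controls the later clock genes reversed to 0.076, being part of that score. The clock score separates the sexes of 6-week control and of 19-week H Cyp51*-/- mice, so there the covariate cannot be told apart from sex. At 3 weeks the RORC (−0.035) and RORA (−0.045) targets reversed sign without a call, at 19 weeks the RORA targets were called (−0.17, adjusted p = 0.0076), and their difference between the sexes was not (−0.36, adjusted p = 0.081).

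By camera with a preset correlation, 33 transcription factor lists were called at 19 weeks and 27 in runts. The RORC targets in 19-week males (−0.33, adjusted p = 0.70) and the RORA (−0.41, adjusted p = 0.24), NRF2 (0.39, adjusted p = 0.13) and NF-Y targets in runts (0.26, adjusted p = 0.20) were not called, and the RORC difference between the sexes was (−0.28, adjusted p = 0.0083). By camera with an estimated correlation, 7 gene lists at 19 weeks and 16 in runts were called, and 1 and 0 transcription factor lists (38 unadjusted in runts). That test called neither the RORC targets at 19 weeks (−0.47), in runts (−0.66), in 19-week females (−0.61) and males (−0.33), nor the RORA targets in runts (−0.41), in 19-week females (−0.36) and for the difference between the sexes (−0.49), nor HNF4A (−0.34), NRF2 (0.39) and NF-Y targets (0.26) in runts, with adjusted p from 0.11 to 0.81. fry did not call the RORC targets in 19-week males (−0.33, adjusted p = 0.50). Without sex-biased and clock members, the RORC targets reversed to 0.011 in 19-week males (adjusted p = 0.95) and were called for the difference between the sexes (−0.56, adjusted p = 0.010), and the RORA targets were called at 19 weeks (−0.17, adjusted p = 0.0052).

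With the acinar score covariate, 1476 changed at 19 weeks, 10 in 19-week females and 625 in males, 30 and 62 differed between the sexes of 19-week controls and H Cyp51*-/- mice, 6 passed for sex by genotype, and 4 genes shared the direction of the *Rorc* knockout. In 19-week females the RORC targets had −0.12 (SE 0.19, against −0.61 with SE 0.12) and the RORA targets −0.27 (SE 0.18, against −0.36 with SE 0.09), so that for RORC the size fell and for RORA mainly the spread grew. Both control females are high for the covariate, which therefore cannot be told apart from that group. Within groups it differs most between the 2 H Cyp51*-/- males of 19 weeks (1.50 and −1.23). The values in females thus rest mainly on that pair of males. Between the sexes the RORC difference reversed to 0.41 (adjusted p = 0.95) and the RORA difference was −0.36 (adjusted p = 0.95), and reversed signs without a call were found for *Ctrb1* (0.21), *Cel* (0.0067) and *Pnliprp1* (0.41) and between the sexes of 19-week controls for the intestinal epithelial genes (−0.10), while the acinar list in 19-week males became 0 because it is the covariate itself. In males without the 3 acinar arrays, with 1 H Cyp51*-/- male assumed to vary like the other groups, 553 changed at 19 weeks, 436 were shared with runts, 2 genes shared the direction of the *Rorc* knockout and 55 transcription factor lists changed, against 941, 679, 5 and 68 in males with all arrays. *Cyp51* lost its call there (−1.25, adjusted p = 0.17, against −1.37 and 0.028 in males with all arrays). The RORA targets (0.13) and the female-biased liver genes (0.21) lay on the other side of 0 from both sexes together, a reversed sign without a call, but males with all arrays did so too (0.13 and 0.25).

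With 1 array left out, a lone array of a group being assumed to vary like the others, the counts were as follows. At 3 weeks the range was 0 to 2 (1 without control female 2, and 0 without control male 1, H Cyp51*-/- female 1, H Cyp51*-/- female 2 or H Cyp51*-/- male 2, limma, 1386, 1337, 1292 and 1039 unadjusted), in 3-week females 0 to 10 (1 without control female 1, 0 without H Cyp51*-/- female 2, 1693 unadjusted), at 6 weeks 1 to 17 (1 without control female 1 or H Cyp51*-/- female 2, 3 without control female 2 or H Cyp51*-/- male 2, 4 without control male 1), in 6-week females 10 to 17 (10 and 12 without control females 1 and 2, 17 and 12 without H Cyp51*-/- females 1 and 2) and in 6-week males 0 to 17 (12 and 4 without control males 1 and 2, 17 and 0 without H Cyp51*-/- males 1 and 2, 1601 unadjusted for the 0). In 19-week females it was 867 to 1119 (982 and 1098 without control females 1 and 2, 867 and 1119 without H Cyp51*-/- females 1 and 2) and in 19-week males 347 to 592 (347 and 592 without control males 1 and 2, 569 and 349 without H Cyp51*-/- males 1 and 2). Between the sexes it was 7 to 14 in 3-week controls (14 without control female 2, 13 without control male 1), 10 to 174 in 6-week controls (10 and 15 without control females 1 and 2, 174 and 17 without control males 1 and 2), 6 to 30 in 6-week H Cyp51*-/- mice (30 and 6 without H Cyp51*-/- males 1 and 2), 99 to 158 in 19-week controls (99 without control male 1), 45 to 286 in 19-week H Cyp51*-/- mice (70, 188 and 45 without H Cyp51*-/- female 1, H Cyp51*-/- female 2 and H Cyp51*-/- male 1) and 5 to 636 in runts (6, 636 and 5 without females 1 to 3, 245, 7 and 5 without males 1 to 3). For sex by genotype at 19 weeks it was 44 to 92 (50 without control male 1, 44 without H Cyp51*-/- female 1, 50 without H Cyp51*-/- male 1).

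*Cyp51* at 6 weeks ranged from −1.69 to −1.24 and lost its call without any 1 array except control male 2 or H Cyp51*-/- male 1, and *Casp12* between the sexes of runts from −1.49 to −1.10, with adjusted p = 0.12, 0.26, 0.064 and 0.27 without female 1, female 3, male 2 and male 3. The RORC targets in 19-week males ranged from −0.50 to −0.15 and lost their call without control male 1 (adjusted p = 0.16), control male 2 (adjusted p = 0.087) or H Cyp51*-/- male 2 (−0.15, adjusted p = 0.46), and the RORA targets in 19-week females ranged from −0.54 to −0.19 and lost it without control female 1 (−0.19, adjusted p = 0.12). The RORA targets at 19 weeks ranged from −0.20 to −0.032 and gained a call without control female 2 (−0.20, adjusted p = 0.0089). The RORA difference between the sexes ranged from −0.66 to −0.32 and kept its call only without control female 2. At 3 weeks, uncalled throughout, the RORC targets ranged from −0.019 to 0.048 (below 0 without control female 2, control male 1, H Cyp51*-/- female 2 or H Cyp51*-/- male 2) and the RORA targets from −0.050 to 0.056 (below 0 without control female 1, control male 1, H Cyp51*-/- female 2 or H Cyp51*-/- male 2). The acinar list in 19-week males ranged from −0.037 to 2.69, being below 0 without H Cyp51*-/- male 1. Signal over background was not measured on its own, and a fit without the dimmest 40% bears on it only through the counts above.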

Differences from the paper's values

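The comparison of Supplementary Table 5 with male runts and the scores relative to the gene mean were chosen only after the values were seen. No count in the text of the paper that was also computed here differed by more than 1.5 times. The values of single genes in Supplementary Table 5 are treated first, then the statements whose call or direction was not found.

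The fold changes that Supplementary Table 5 gives for runts are those of male runts against 6-week male controls. For the genes shared with the *Rorc* knockout, 10 of 10 measured lie within 0.001 of these, and 45 of 46 of the bound genes. For both sexes together, 5 of the 10 and 25 of the 46 differ from the table by more than 1 SE, and *Chka*, *Zfp36l1*, *Clmn* and *Tom1l2* are not called. In male runts only *Tom1l2* is not, for which the paper gives −1.30 and the brightest probe set −0.09, while its other probe set has −1.30. In males only, a comparison chosen after seeing the values, 10 genes shared the direction of the *Rorc* knockout in runts and 5 at 19 weeks, and 46 bound genes changed in runts, against 13, 7 and 55 for both sexes.

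The paper states that apoptosis and ErbB signalling were favoured in the first response of 6-week H Cyp51*-/- females. The ErbB ligands, receptors and adaptors had a mean of 0.20 (limma adjusted p = 0.11) and the p53 targets and apoptosis genes 0.23 (limma adjusted p = 0.17), so neither list changed here. camera with a preset correlation calls both lists (adjusted p = 0.029 and 0.022), and *Erbb4* rose by 1.80.

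The paper states that RORC and RORA activities are among the most lowered in runts and at 19 weeks. Here the RORC list had the lowest mean change in both, but the Rora list at 19 weeks had −0.12 (limma adjusted p = 0.13) and rank 15 of 194. The Rora list is also absent from the 106 lists matched here that Supplementary Table 4 prints for 19 weeks. In runts it had −0.41 with rank 4, and the RORalpha list, the older version of that target list, fell by 0.21 at 19 weeks (limma adjusted p = 0.033, adjusted p = 0.34 with an estimated correlation). With the clock score as a covariate (−0.17, adjusted p = 0.0076), without sex-biased and clock members (−0.17, adjusted p = 0.0052) and without control female 2 (−0.20, adjusted p = 0.0089) the RORA targets were called at 19 weeks.

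The paper states that the loss of activity of both receptors is larger in 19-week H Cyp51*-/- females than in males. The difference between the sexes was −0.28 for the Rorc list (limma adjusted p = 0.73), which did not pass, and −0.49 for the Rora list (limma adjusted p = 0.036, adjusted p = 0.11 with an estimated correlation), which did. That call was lost with pairwise interactions only (−0.15, adjusted p = 0.93), with only the arrays compared (adjusted p = 0.35), with quantile normalization (adjusted p = 0.053), with the replicate block (adjusted p = 0.051) and with the clock score as a covariate (adjusted p = 0.081). camera with a preset correlation (adjusted p = 0.0083) and the list without sex-biased and clock members (−0.56, adjusted p = 0.010) call the difference for RORC as well, and H Cyp51*-/- females lay below H Cyp51*-/- males by 0.64 for the Rorc list (limma adjusted p = 0.0037, adjusted p = 0.33 with an estimated correlation). The last comparison does not measure the effect of the knockout. In 19-week controls the Rorc list also had rank 2 from the lowest of 194 for females against males.

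The paper states that the activity of JUN and FOS is raised in male over female runts. The c-Jun list differed by −0.15 (limma adjusted p = 0.085) and the c-Fos list by −0.12 (limma adjusted p = 0.15), in the direction stated but not past the test here or by camera or fry, while the NF-YB list passed (−0.31, limma adjusted p = 0.045, adjusted p = 0.34 with an estimated correlation and 0.22 with scores of the PGSEA type).

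The paper states that inflammation is milder and metabolism better kept in female runts. The cytokines, chemokines and NF-kB genes differed by −0.18 (limma adjusted p = 0.28) and the macrophage and Kupffer cell markers by −0.19 (limma adjusted p = 0.47), and only camera with a preset correlation calls them (adjusted p = 0.0016 and 2.4e-04). The catabolism of other amino acids had 0.33 and valine, leucine and isoleucine degradation 0.21 (limma adjusted p = 0.051 for both), called by fry (adjusted p = 0.047 and 0.038), by camera with a preset correlation, with quantile normalization (adjusted p = 0.036 and 0.025), with scores relative to the gene mean, chosen after seeing the data (adjusted p = 0.039 for both), and without runt female 2 or runt male 1, and the first also with pairwise interactions only (adjusted p = 0.046) and without runt male 2. The cytochrome P450s and conjugating enzymes, higher by 0.47 (limma adjusted p = 0.016, adjusted p = 0.21 with an estimated correlation), and the matrix genes, lower in females by 0.58, go with the statement.

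The paper states that male runts have an activated unfolded protein response. The unfolded protein response and ER stress genes had −0.01 in male runts against 6-week male controls (limma adjusted p = 0.90) and 0.00 between the sexes, while *Casp12* was higher in male runts by the amount the paper's table gives, and *Eif2ak3* rose by 0.85 in runts.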

Other observations

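The test of fewer hepatocytes was chosen only after the result was seen.

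Against 6-week H Cyp51*-/- mice that had not become runts, 31 of 41 gene lists changed in runts, 11 up and 20 down, of which 14 were also called with an estimated correlation. The lysosomal enzymes and membrane proteins rose by 0.91 (SE 0.05, limma adjusted p = 1.6e-11, 27 of 32 up and 2 down), NRF2 targets by 1.27 (17 of 22 up), cholangiocyte and ductular reaction markers by 1.00 (17 of 22 up and 1 down) and foetal liver and hepatic progenitor genes by 1.13. Bile acid synthesis enzymes fell by 0.81 (SE 0.06, limma adjusted p = 1.0e-09, 11 of 15 down and 2 up), peroxisome biogenesis and peroxisomal enzymes by 0.51 (26 of 33 down and 3 up), mitochondrial fatty acid oxidation by 0.60 (15 of 16 down) and valine, leucine and isoleucine degradation by 0.64 (19 of 22 down).

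The difference between runts and 19-week H Cyp51*-/- mice with the smallest adjusted p of the 41 lists was in lysosomal genes. Measured as the effect in runts minus that at 19 weeks, lysosomal enzymes and membrane proteins were higher by 0.71 (SE 0.08, limma adjusted p = 6.8e-07, also called with an estimated correlation, 21 of 32 genes higher), macrophage and Kupffer cell markers by 0.90 and NRF2 targets by 0.66 (adjusted p = 0.096 with an estimated correlation for both), while cytochrome P450s and conjugating enzymes had −0.90 (limma adjusted p = 2.8e-04, adjusted p = 0.096 with an estimated correlation) and cholesterol synthesis enzymes −0.89 (limma adjusted p = 0.014, adjusted p = 0.17 with an estimated correlation). Between 6 and 19 weeks the effect of the knockout had its largest rises for cholangiocyte and ductular reaction markers (by 1.20, SE 0.12, limma adjusted p = 3.9e-07, 17 of 22 genes) and extracellular matrix and myofibroblast genes (by 1.00, 20 of 30 genes), and moved down for mitochondrial fatty acid oxidation (−0.43, limma adjusted p = 2.4e-04).

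In 6-week H Cyp51*-/- males 2 lists changed, male-biased liver genes, which rose by 1.26 (SE 0.31, limma adjusted p = 0.014, 0 of 23 past the test over all genes and 13 over the list alone, adjusted p = 0.066 with an estimated correlation, and 0.68 without control male 2), and female-biased liver genes, which fell by 1.07 (SE 0.22, limma adjusted p = 0.0049, 8 of 24 over the list alone, and −0.60 without H Cyp51*-/- male 2). Both calls were lost without control male 2 or H Cyp51*-/- male 2. In 19-week H Cyp51*-/- females the female-biased liver genes fell by 1.57 (limma adjusted p = 1.7e-05, 11 of 24 down), and in 19-week males the male-biased liver genes fell by 0.81 (limma adjusted p = 0.038, adjusted p = 0.32 with an estimated correlation, the call being lost without control male 1 or H Cyp51*-/- male 2, the latter leaving −0.51) and cholesterol synthesis enzymes rose by 1.31 (limma adjusted p = 0.0022, 10 of 15 up, adjusted p = 0.12 with an estimated correlation).

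The fall of the RORC targets in runts (by 0.66) was set against 3 other explanations. Fewer hepatocytes among other cells would raise the markers of all other cells alike only if those cells kept their proportions. While the macrophage and Kupffer cell markers rose by 1.59 (SE 0.13), T and NK cell markers had 0.05 (SE 0.08), B and plasma cell markers −0.03 (SE 0.07) and sinusoidal and vascular endothelial markers −0.18 (SE 0.07, −0.10 without runt male 1, with a call that 4 other arrays left out each ended and adjusted p = 0.58 with an estimated correlation). These lists lie apart by more than their spread whether or not the endothelial one fell, so a loss of hepatocytes with the other cells in unchanged proportion is argued against. A lower share of hepatocytes through more of the cell types that rose was not tested and stays open. A fall shared by all genes of like expression is argued against by random lists, of which 7 of 10000 fell as far. Members on the sex-biased and clock lists used here do not carry the fall alone. The list without them had −0.58 (limma adjusted p = 2.6e-08, 19 of 22 members left). Since only 3 members were removed, this does not show whether the other members follow sex or time of day, which stays open. A lower activity of the receptor may therefore be 1 explanation among several, as a hypothesis found and tested on the same arrays, and with an estimated correlation the list was not called (adjusted p = 0.14).

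Other splits of the same arrays, in groups of the same sizes and without a sex term, were compared with the real one (35 splits of 4 against 4, all used, and 100 for runts). At 3 weeks the real split gave 0 probe sets (limma, 1337 unadjusted), which every split reaches, so the comparison decides nothing there (the highest other split had 39). Chance was not excluded at 6 weeks (1 against 8 for males against females, with 9 of 35 splits as large). Chance was excluded at 19 weeks for the probe sets (2659, highest other 373) and the gene lists (23 and 18). It was also excluded for the probe sets of runts against controls (8099 and 4993) and against 6-week H Cyp51*-/- mice (7233 and 4622). For the gene lists in runts (29), 2 of 100 splits were as large. That share is under 0.05, but the highest other split had 31, so chance is not called excluded there. The transcription factor lists (97 and 59 at 19 weeks, 161 and 137 in runts) were printed by the study as enriched. That favours the real split beforehand, so their counts decide nothing. Between the sexes of runts the 10 splits are too few for a share under 0.05, with 23 in the real split and 4 in the highest other.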
